# Long-term exposure to diesel exhaust particles induces concordant changes in DNA methylation and transcriptome in human adenocarcinoma alveolar basal epithelial cells

**DOI:** 10.1186/s13072-024-00549-3

**Published:** 2024-08-05

**Authors:** Alexandra Lukyanchuk, Naomi Muraki, Tomoko Kawai, Takehiro Sato, Kenichiro Hata, Tsuyoshi Ito, Atsushi Tajima

**Keywords:** Diesel exhaust particles, Alveolar epithelium, Long-term exposure, Methylation profiling, Gene expression profiling

## Abstract

**Background:**

Diesel exhaust particles (DEP), which contain hazardous compounds, are emitted during the combustion of diesel. As approximately one-third of the vehicles worldwide use diesel, there are growing concerns about the risks posed by DEP to human health. Long-term exposure to DEP is associated with airway hyperresponsiveness, pulmonary fibrosis, and inflammation; however, the molecular mechanisms behind the effects of DEP on the respiratory tract are poorly understood. Such mechanisms can be addressed by examining transcriptional and DNA methylation changes. Although several studies have focused on the effects of short-term DEP exposure on gene expression, research on the transcriptional effects and genome-wide DNA methylation changes caused by long-term DEP exposure is lacking. Hence, in this study, we investigated transcriptional and DNA methylation changes in human adenocarcinoma alveolar basal epithelial A549 cells caused by prolonged exposure to DEP and determined whether these changes are concordant.

**Results:**

DNA methylation analysis using the Illumina Infinium MethylationEPIC BeadChips showed that the methylation levels of DEP-affected CpG sites in A549 cells changed in a dose-dependent manner; the extent of change increased with increasing dose reaching the statistical significance only in samples exposed to 30 µg/ml DEP. Four-week exposure to 30 µg/ml of DEP significantly induced DNA hypomethylation at 24,464 CpG sites, which were significantly enriched for DNase hypersensitive sites, genomic regions marked by H3K4me1 and H3K27ac, and several transcription factor binding sites. In contrast, 9,436 CpG sites with increased DNA methylation levels were significantly overrepresented in genomic regions marked by H3K27me3 as well as H3K4me1 and H3K27ac. In parallel, gene expression profiling by RNA sequencing demonstrated that long-term exposure to DEP altered the expression levels of 2,410 genes, enriching 16 gene sets including *Xenobiotic metabolism*,* Inflammatory response*, and *Senescence*. *In silico* analysis revealed that the expression levels of 854 genes correlated with the methylation levels of the DEP-affected *cis-*CpG sites.

**Conclusions:**

To our knowledge, this is the first report of genome-wide transcriptional and DNA methylation changes and their associations in A549 cells following long-term exposure to DEP.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-024-00549-3.

## Background

Diesel exhaust particles (DEP) are an air pollutant consisting of a mixture of a carbonaceous core and various compounds such as aldehydes and polycyclic aromatic hydrocarbons. Due to the presence of toxic elements (e.g. benzo(a)pyrene, fluoranthene, benzo(a)anthracene) in DEP, research on the effects of DEP on organisms has been conducted for more than 20 years. Studies on human, animal, and cell samples exposed to DEP have reported oxidative stress [1–3], pro-inflammatory responses [4, 5], and reduced lung function with long-term exposure [6, 7]. In particular, mice repeatedly exposed to DEP for 8 weeks exhibited fibrotic foci and significantly higher levels of α-smooth muscle actin and fibronectin in their lungs, indicating the rapid progression of pulmonary fibrosis [7]. Such a finding suggests that long-term DEP exposure disrupts normal airway functions; however, the mechanisms behind the effects of DEP on the respiratory tract are still under investigation.

The adverse effects of chemicals on the respiratory tract are usually assessed by determining transcriptional alterations in cells derived from different regions of the respiratory tract, including the nasopharyngeal, tracheobronchial, and alveolar regions. For instance, the long-term effects of DEP on genome-wide transcriptional changes in mouse [8] and human [9] nasal epithelium cells have been investigated; moreover, the transcriptome of human bronchial epithelial cells after 15 weeks of DEP exposure has been described by Rynning et al. [10]. However, genome-wide transcriptional changes in alveolar epithelial cells due to long-term DEP exposure have not yet been investigated.

The alveolar epithelium consists of alveolar epithelial type I (ATI) and type II (ATII) cells separated by inter-alveolar septa. ATI cells cover 90% of the alveolar surface and perform barrier and gas exchange functions, while ATII cells reduce surface tension, regulate innate immunity in the lungs, and repair injured alveoli by differentiating into ATI cells [11]. Repeated alveolar epithelial injury as well as the abnormal regenerative response and senescence of ATII cells are the primary causes of edema, acute respiratory distress syndrome, and pulmonary fibrosis [12–14]. Thus, it is important to determine the specific effect of long-term DEP exposure on ATII cells. However, the main obstacle in performing long-term experiments on this type of cells is their tendency to spontaneously transdifferentiate into ATI-like cells [15, 16]. To overcome this limitation, we first focused on the effects of DEP on A549 cells. These cells are frequently employed as a model for ATII cells, including for epigenetic studies [17].

DNA methylation, which is associated with gene expression, is an important factor influencing pathological changes in alveolar epithelium, leading to the development of lung cancer [18], pulmonary fibrosis [19], and asthma [20]. Several studies have shown that short-term DEP exposure is capable of altering the epigenetic pattern of human bronchial epithelial cells [21–23]. Zhang et al. [22] comprehensively investigated the relationship between DNA methylation changes and gene expression in human bronchial epithelial cells. They reported that 24-h exposure to DEP resulted in increased expression of *TET1*, *DNMT1* and *DNMT3A* genes, which are possibly associated with DNA methylation alterations. Additionally, changes in DNA methylation levels induced by DEP exposure were located at transcription factor binding sites (TFBSs) and co-localized with histone markers for promoters, enhancers, and actively transcribed gene bodies. However, the cellular reactions induced by long-term DEP exposure may differ from those caused by short-term exposure. At present, there are no published data on the DNA methylation changes in alveolar epithelial cells under long-term DEP exposure.

Hence, we conducted this study to determine the effects of prolonged DEP exposure on the DNA methylome and transcriptome of human adenocarcinoma alveolar basal epithelial A549 cells. We first determined the DEP dose sufficient to induce significant DNA methylation changes after four weeks of exposure. The effect of DEP at the identified dose was then assessed by genome-wide screening of DNA methylation and gene expression levels. To understand the functional significance of DEP-induced DNA methylomic and transcriptomic changes, we performed *in silico* overrepresentation analysis with several known gene sets and analyzed the association between the DEP-induced changes and transcriptional regulatory domains such as epigenetic marks and TFBSs in A549 cells. Finally, we assessed whether DNA methylation and transcriptional changes could be correlated. This study provides baseline data on the long-term impact of DEP exposure on the DNA methylome and transcriptome of A549 cells and identifies potential avenues for further investigation of DEP effects on alveolar epithelial cells.

## Methods

### General study design

In the dose-response experiment, A549 cells were treated with three doses of DEP for four weeks, using 2–3 biological replicates per group. The DNA methylation levels of 850 K CpG sites were assessed for each treated group, and a sufficient dose of DEP was identified based on the results of differentially methylated analyses compared to the control.

In the main experiment, A549 cells were treated with the previously identified DEP dose for four weeks in four biological replicates, independent of the dose-response experiment. Differential methylation and differential expression analyses were used to estimate methylation levels of 850 K CpG sites and genome-wide transcriptional changes, respectively. The biological effects of DEP exposure on the methylome were evaluated by colocalizing differentially methylated CpG sites with other epigenetic marks and transcription factor binding sites. The impact of transcriptional changes was evaluated by assigning differentially expressed genes to the 51 gene sets representing specific, well-defined biological states or processes, as well as the ENCODE transcription factor target gene sets. To assess the coordination of DNA methylation and transcriptional changes, correlations were calculated between the DNA methylation level at individual differentially methylated *cis-*CpG sites and the expression level of the corresponding differentially expressed gene.

### DEP collection and preparation

The same batch of DEP as used in the previous study [24] was used for all subsequent experiments. To briefly describe the DEP preparation, a 3-L common rail direct injection diesel engine with oxidation catalyst and exhaust gas recirculation system was used to generate DEP. The engine was operated at 2,040 rpm and 35 Newton-meters on a 220 kW ECDY dynamometer (Meiden-Sya, Tokyo, Japan) using a fuel (LS light oil; ENEOS, Tokyo, Japan) containing 27 ppm sulfur and lubricating oil. DEP were collected from the accumulation in the dilution tunnel of the diesel exhaust generating system. The particle size distribution of the DEP based on particle number was analyzed with a scanning mobility particle sizer (model 3938; TSI, Inc., MN, USA), and the particle size was normally distributed with a peak at 100 nm in diameter and a maximum value of less than 800 nm. To measure the concentrations of polycyclic aromatic hydrocarbons (PAHs) in the DEP used, the DEP were subjected to Soxhlet extraction with dichloromethane. The soluble fraction of the DEP was about 10%. The contents of PAHs in the soluble fraction of the DEP were analyzed by fluorescence high-performance liquid chromatography (Shimadzu, Kyoto, Japan), and the concentration of each measurable PAH such as fluoranthene in the DEP was calculated (Additional file 1: Table S1). DEP were stored at − 80 °C until the experiments were performed. The stored DEP were thawed before use and suspended in DMEM/F12 medium containing 10% fetal bovine serum (FBS) and 10 µg/ml gentamicin) for cell exposure.

### Cell culture and treatment

A549 cells (ATCC, Manassas, VA, USA) were cultured in flasks containing DMEM/F12 medium supplemented with 10% FBS and 10 µg/ml gentamicin under humidified 5% CO_2_/95% air at 37 °C. At cell passages, cells adhering to the bottom of the flasks were detached with 0.25% trypsin/1 mM EDTA solution (Invitrogen, Carlsbad, CA, USA). A549 cells were seeded in T-25 cell culture flasks at a cell density of 0.25 × 10^5^ cells/ml and then exposed to DEP-suspended culture medium containing DEP at concentrations of 0, 3, 10, or 30 µg/ml. After one week, cells (at a density of 3–5 × 10^6^ cells/ml) were collected with the trypsin/EDTA solution and reseeded into a new T-25 cell flask at a density of 0.25 × 10^5^ cells/ml. The reseeding procedure was repeated a total of three times over a four-week DEP exposure period. The DEP-suspended culture medium was replaced at the time of reseeding and four days after seeding/reseeding. After four weeks of DEP exposure, cells were harvested for use in subsequent experiments.

### DNA isolation and DNA methylation arrays

DNA isolation was performed from each of the A549 cells exposed to different concentrations of DEP for four weeks (total of 18 biological replicates). The experimental design was as follows: dose-response experiment: 0 µg/ml (*n* = 3; control), 3 µg/ml (*n* = 3), 10 µg/ml (*n* = 2), 30 µg/ml (*n* = 2); main experiment: 0 µg/ml (*n* = 4; control), 30 µg/ml (*n* = 4). The genomic DNA of the cells exposed to DEP for 4 weeks was extracted using the DNeasy Blood & Tissue Kit (Qiagen, Hilden, Germany). The concentration of the extracted genomic DNA was measured using a Qubit fluorometer (Thermo Fisher Scientific, Waltham, MA, USA). Epigenome-wide DNA methylation profiling was performed using the Infinium MethylationEPIC BeadChips (Illumina, San Diego, CA, USA), according to the manufacturer’s protocol (for the dose-response experiment) or by outsourcing to Macrogen Japan (Kyoto, Japan) (for the main experiment). Briefly, after performing bisulfite treatment using the EZ DNA Methylation Kit (Zymo Research, Irvine, CA, USA), the processed DNA samples were hybridized, and fluorescently labeled on the Infinium MethylationEPIC BeadChips. The labeled beads were visualized using the iScan system (Illumina, San Diego, CA, USA), and the DNA methylation status of each sample was quantified for each target-specific probe based on the fluorescence intensity.

### Differential methylation analysis

Raw microarray data in idat format were imported into the R programming environment (v.4.1.0) and processed using the *minfi* package (v.1.38.0) [25]. Annotations for each CpG site were added using the *getAnnotation()* function and the *IlluminaHumanMethylationEPICanno.ilm10b4.hg19* package. The quantile method was used to normalize the data. As a quality control (QC), probes with detection *p*-value > 0.01 in one or more samples, probes on sex chromosomes, and probes with a single-nucleotide polymorphism at the CpG site were excluded from subsequent analyses. The β-value and M-value for each CpG site were obtained using the *getBeta()* and *getM()* functions, respectively. Principal component analysis and its visualization were performed using the *plotMDS()* function with the “*gene.selection = common*” parameter. Probe-wise differential methylation analysis for each pair of treated groups was performed using the R package *limma* (v.3.48.0) [26]. The M-value and batch-adjusted design matrices were subjected to the *lmFit()* function to fit the linear model. The resulting model was fit to a given set of contrasts with the *contrasts.fit()* function, followed by the empirical Bayes adjustment *eBayes()* function to obtain *p*-values for the respective CpG sites. *P*-values were adjusted for multiple testing using the Benjamini–Hochberg procedure. An adjusted *p*-value < 0.05 was considered statistically significant. In addition, Bonferroni correction was applied in the dose–response experiment with three pairwise comparisons (control vs. groups exposed to 3, 10, 30 µg/ml DEP). The final threshold for the adjusted *p*-value in the dose–response experiment was set at 0.05/3 = 0.016667.

### RNA isolation and RNA sequencing (RNA-seq)

RNA was isolated from the cells exposed to DEP for four weeks in the main experiment using the RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s protocol (control (*n* = 4); DEP 30 µg/ml (*n* = 4)). The extracted total RNA was quantified and qualified with the NanoDrop (Thermo Fisher Scientific), the Qubit RNA Assay (Thermo Fisher Scientific) and the TapeStation RNA ScreenTape (Agilent Technologies, Inc., Santa Clara, CA, USA). RNA-seq libraries were generated from 500 ng of total RNA for samples with RNA integrity numbers > 8. Briefly, the NEBNext Poly(A) mRNA Magnetic Isolation Module and the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England BioLabs, MA, USA) were used for polyA RNA selection and subsequent RNA-seq library preparation, respectively, according to the manufacturer’s instructions. The RNA-seq libraries from each sample were pooled in equimolar amounts and sequenced on the Illumina NovaSeq 6000 (Illumina), yielding approximately 20 M paired-end reads (2 × 150 bp) per sample. Library preparation and sequencing were conducted by Azenta Life Sciences (Tokyo, Japan).

### Differential expression analysis

The raw fastq files obtained from RNA-seq were trimmed to remove adapters and bases with < 20 quality. STAR aligner [27] was used with the Ensembl_Homo_sapiens.GRCh37 reference genome to align the filtered reads and generate alignment files (bam files). Alignment metrics for the bam files were evaluated using the Samtools software (v.1.3.1) (http://samtools.sourceforge.net), and the results were included into Additional file 4: List 1. HTseq-union was used for gene counting [28]. Genes with counts per million less than 0.5 in more than 4 samples were filtered out from the subsequent differential expression analysis. Afterwards, trimmed mean of M-values (TMM) normalization [29, 30] and log_2_ transformation were applied to obtain a normalized gene count (expression) matrix. Differential analysis was performed using the *limma* workflow with *trend* adjustment. The genes with Benjamini–Hochberg adjusted *p*-value < 0.05 and |log_2_ fold-change (logFC)| > 0.6 were considered to be differentially expressed.

### Verification of RNA-seq results using microarray analysis

To ensure reproducibility of the transcriptional changes in the main experiment, total RNAs for microarray analysis were extracted from five samples of A549 cells exposed to 0 (*n* = 2) or 30 µg/ml (*n* = 3) concentration of DEP for four weeks using the RNeasy Mini Kit (Qiagen, Hilden, Germany), independently of the main experiment. For each sample, total RNA was converted to cyanin-3-labeled cRNA using the Low Input Quick Amp Labeling Kit (Agilent Technologies) according to the manufacturer’s instructions. The labeled cRNA was used for hybridization to the Agilent SurePrint G3 Human GE Microarray 8 × 60K (v.3.0). After hybridization, the microarray slide was washed, and then scanned with an Agilent DNA microarray scanner according to the manufacturer’s protocol. Fluorescence signal intensity was quantified from the scanned image using Feature Extraction software (Agilent Technologies). The resulting signal intensity files were imported into the R programming environment (v.4.1.0) and processed using the *limma* package (v.3.48.0) [26]. Briefly, signal intensities were background corrected (*method = ‘normexp’*), normalized (*method = ‘quantile’*), filtered for failed probes, and used for further differential expression analysis. The differential expression analysis was performed in the same way as the probe-wise differential methylation analysis above, using linear model fitting and empirical Bayes adjustment to obtain *p*-values for the respective genes. The genes with Benjamini–Hochberg adjusted *p*-value < 0.05 and |logFC| > 0.6 were considered to be differentially expressed.

### Enrichment analysis

Region-based enrichment analysis was performed using the *runLOLA()* function of the LOLA R package (v.1.24.0) [31]. This function used one-sided Fisher’s exact test and required three files as input: query regions of interest, universe region set, and region set database. For regulatory region enrichment analysis and TFBS enrichment analysis, the list of genomic positions of the examined CpG sites (all differentially methylated CpGs (DMCs); hypomethylated DMCs (∆β < 0); hypermethylated DMCs (∆β > 0); positively correlated DMCs; negatively correlated DMCs) was provided as query regions of interest. As the universe region set, we used either all QC-passed CpG sites or all DMCs identified in the main experiment. Genomic positions of the regions tested for enrichment were extracted from various databases. Specifically, the genomic positions of CpG islands were downloaded from UCSC ftp using the hg19 genome reference. The genomic positions of DNase hypersensitive sites (DHSs) broad peaks for A549 cells were obtained from the ENCODE database (GEO accession numbers: GSM736580, GSM736506). To call the genomic positions of the peaks associated with H3K9me3, H3K9ac, H3K4me3, H3K4me1, H3K36me3, H3K27me3, H3K27ac marks in A549 cells, raw ChIP-seq fastq files were downloaded from European Nucleotide Archive (study accession number: PRJDB2453; run accession numbers: DRR016932, DRR016933, DRR016934, DRR016935, DRR016936, DRR016937, DRR016938, DRR016939 (input)). Subsequently, the ChIP-seq data were pre-processed, and the genomic positions of the broad or narrow peaks below the *q*-value threshold of 0.01 were called using the MACS3 [32]. The genomic positions of the TFBSs in A549 cells were downloaded from the ENCODE database (wgEncodeRegTfbsClusteredWithCellsV3_hg19.bed). After applying the *runLOLA()* function to the entire set of files, regions of interest with a *q*-value less than 0.05 were considered as DMC enriched.

To compare the transcriptional changes obtained in the main and verification experiments, Gene Set Enrichment Analysis (GSEA) [33] was performed using the GSEA software (v.4.1.0) with default settings except for the following parameters: *“Collapse/Remap to gene symbols”* was set to *“No collapse”* and *“Permutation type”* was set to *“Gene set”.* The input data matrix consisted of normalized log2(TMM) gene expression values obtained from the main RNA-seq experiment. Significantly up- or downregulated genes obtained in the verification experiment were used as predefined gene sets. The degree to which genes in the up- or downregulated gene set were overrepresented at the top or bottom of the logFC-based ranked list of genes from the RNA-seq experiment was assessed using the enrichment score (ES) and its probability at a 5% significant level.

The WebGestalt tool [34] was used to perform gene-based overrepresentation analysis. In brief, the GMT file containing the Hallmark gene sets [35] was downloaded from the Human Molecular Signatures Database (https://www.gsea-msigdb.org/gsea/msigdb/collections.jsp), and then the Senescence gene set [36] was added to the downloaded GMT file. The GMT file containing the ENCODE ChIP-seq transcription factor target gene sets was downloaded from the ChEA3 website (https://maayanlab.cloud/chea3/). Each GMT file, along with lists of differentially expressed genes (DEGs) and reference genes (14,604 genes that passed quality control), was uploaded to the WebGestalt for the overrepresentation analysis. The minimum and maximum number of genes for the gene set were set to 5 and 2000, respectively. Gene sets with Benjamini–Hochberg adjusted *p*-value of less than 0.05 were considered to be significantly enriched.

### Correlation analysis

Correlations between DNA methylation changes in the main and dose-response experiments, as well as transcriptional changes in the main and verification experiments were examined using the *cor.test()* R function with the “*method = spearman*” parameter.

To assess the correlation between DNA methylation and gene expression in the main experiment, *cis-*CpG–gene pairs were generated based on the genomic locations of the CpG site and the transcript start site (TSS) of the gene. The location of the CpG site was determined based on the Illumina Human Methylation EPIC annotation; the TSS location of the gene was determined based on the Ensemble_Homo_sapiens.GRCh37.87.gtf annotation, taking into account the direction of the transcription. A *cis-*CpG–gene pair was formed only if the TSS of the gene was located within a 1-Mbp window to the left or right of the CpG site location. A CpG site paired with a gene in this manner was termed a *cis*-CpG. To calculate the correlation between the DNA methylation level and gene expression of each *cis-*CpG–gene pair, the *cor.test()* R function with “*method = kendall*” parameter was used for a set of DNA methylation (M-values)–expression (normalized gene counts) pairs obtained from eight samples (four controls and four DEP-treated). To find significantly correlated pairs, the significance threshold was set at a nominal *p*-value < 0.001 and the correlation coefficient |r_k_| > 0.9. For significantly correlated *cis-*CpG–gene pairs, *cis-*CpG sites with a correlation coefficient of r_k_ > 0.9 or < -0.9 for all paired genes were considered as positively or negatively correlated, respectively.

### Additional statistical tests

One-way analysis of variance (ANOVA) was performed using the GraphPad Prism version 9.0.1 for Windows (GraphPad Software, Boston, Massachusetts, USA). Linear regression analysis was performed using the *lm()* R function with default settings.

Heatmaps for DNA methylation and gene expression data were generated using the *Heatmap()* R function with default settings.

## Results

### Identification of sufficient DEP dose

To evaluate the effects of DEP on A549 cells at the transcriptomic and DNA methylomic levels, we first determined the DEP concentration that sufficiently induced significant genome-wide DNA methylation changes after 4 weeks of exposure. The dose range of 0, 3, 10 and 30 µg/ml was evaluated.

Through the use of Infinium MethylationEPIC BeadChips, we were able to determine the methylation levels at 850 K CpG sites across the genome. After quality control, normalization, and filtering, 815,486 CpG sites were included in the dose–response analysis. Two methods were used to calculate the methylation level at each CpG site: the *β*-value and the M-value. *β*-values ranging from 0 to 1 were used for data visualization, while M-values were employed for statistical analysis because they have a higher statistical power [37].

The results of principal component analysis revealed that DEP dose explained 18% of the variability in methylation levels as captured by the first principal component (Principal Component 1); hence it was the largest source of variation (Additional file 1: Figure S1). The results of one-way ANOVA applied to the M-value matrix of 815,486 CpG sites showed no significant difference (*p* = 0.9989) in the group means among the control and three treatment groups. Statistically significant genome-wide changes in DNA methylation levels were induced in the A549 cells after 4 weeks of exposure to 30 µg/ml DEP (Fig. 1A; Additional file 2). Compared with the control group, a total of 5,490 DMCs — 544 CpG sites with increased methylation level and 4,946 CpG sites with decreased methylation level — were identified in the 30 µg/ml treatment group.

**Fig. 1:**
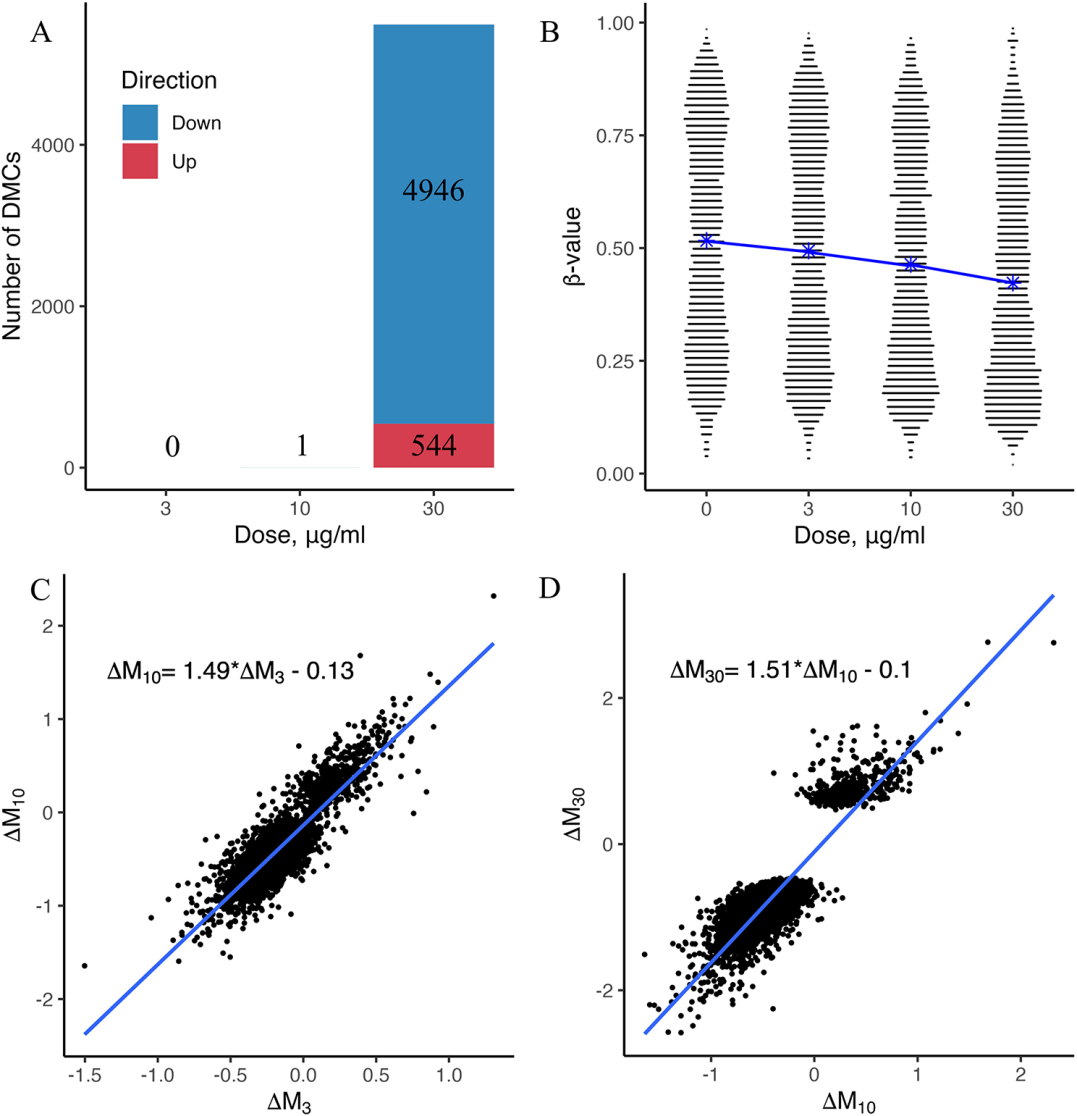
**A** Number of differentially methylated CpG sites (DMCs) after 4 weeks of exposure to diesel exhaust particles (DEP) as a function of DEP concentration. DMCs were obtained from differential methylation analysis using DNA methylation from A549 cells treated with 0 (*n* = 3), 3 µg/ml (*n* = 3), 10 µg/ml (*n* = 2), and 30 µg/ml (*n* = 2) concentrations of DEP. **B** Violin plot of β-values at DMCs as a function of DEP concentration. The blue line connects the mean β-values in each group. **C**–**D** Scatter plots (with linear regression and regression equation) showing the relationship between the DNA methylation levels of the respective groups at each DMC. For each DMC, ∆M_*i*_ = M_*i*_ - M_*control*_, where *i* = 3, 10, 30 µg/ml DEP

Although no significant DNA methylation changes were observed in the groups treated with 3 and 10 µg/ml DEP, heatmap analysis based on *β*-values showed the presence of dynamic changes in DNA methylation levels of 5490 DMC with increasing concentrations of DEP (Additional file 1: Figure S2). To assess this dynamics, we constructed linear regressions based on the differences in M-values between the control and DEP-treated groups at each DMC for adjacent DEP concentrations (Fig. 1C–D). The coefficients of the regression equations were greater than 1 at 1.49 and 1.51 (*p* < 0.001), indicating that at each DMC, the ∆M (∆M_30_) between the control and 30 µg/ml treatment group was greater than the ∆M (∆M_3_) between the control and 3 µg/ml treatment group and the ∆M (∆M_10_) between the control and 10 µg/ml treatment group. Therefore, a higher DEP dose resulted in more significant methylation changes at the DEP-affected CpGs. Moreover, as the DEP dose increased, the distribution of *β*-values at the DMCs shifted towards the bottom of the violin plot, indicating a tendency towards hypomethylation after DEP exposure (Fig. 1B).

### Methylation changes in A549 cells after 4 weeks of exposure to 30 µg/ml DEP

Since only 30 µg/ml DEP induced statistically significant DNA methylation changes in the dose–response experiment, we further analyzed its effect on A549 cells after 4 weeks of exposure, independent of the dose–response analysis. In the main experiment, single-site DNA methylation levels were also determined using the Infinium Methylation EPIC BeadChips. A total of 815,398 CpG sites remained after quality control, normalization, and filtering. Through probe-wise differential methylation analysis, we identified 33,900 DMCs distributed across the genome (Additional file 1: Figure S3A; Additional file 3: List 1). Of these, 24,464 (72%) DMCs had decreased methylation levels (hypomethylated) and 9,436 (28%) DMCs had increased methylation levels (hypermethylated), compared with those in the control (Fig. 2A). The results were consistent with those of the dose–response experiment, where the majority of the significant CpG sites (4,974 sites, 90.6%) were also significant in the main experiment (Additional file 1: Figure S4A-B). Furthermore, for the CpG sites identified as differentially methylated in the main experiment, there was a high degree of correlation between the DNA methylation changes observed in these two independent experiments, as demonstrated by the Spearman correlation coefficient of 0.84 (*p*-value < 0.001) (Additional file 1: Figure S4C).

**Fig. 2:**
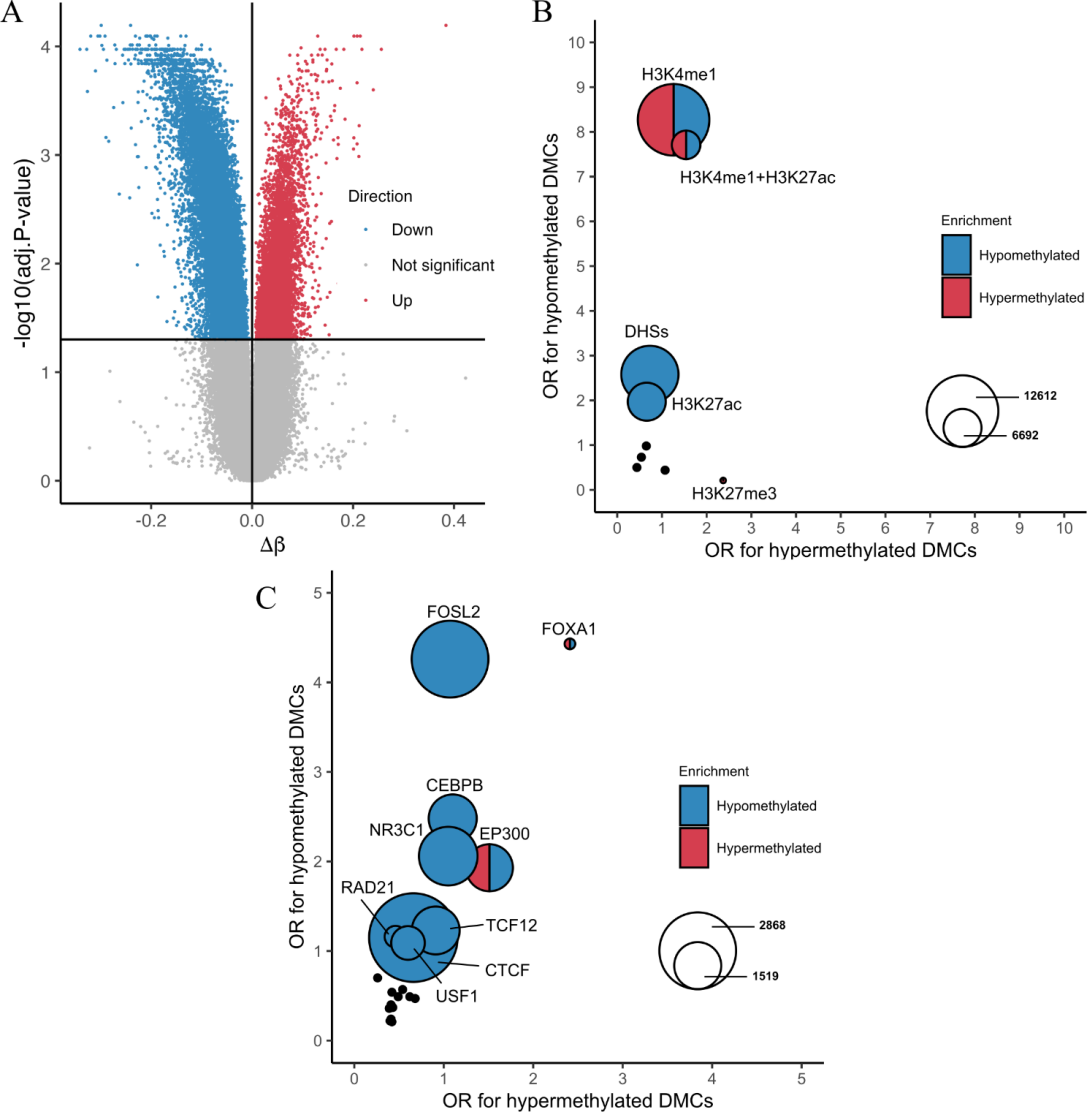
**A** Volcano plot showing the degree of methylation change (β-value difference [Δβ] from control) at each CpG site after 4 weeks of exposure to 30 µg/ml diesel exhaust particles (DEP) relative to the adjusted *p*-value. The horizontal and vertical black lines represent the adjusted *p*-value threshold at 0.05 and ∆β at 0, respectively. The adjusted *p*-values were calculated by differential methylation analysis between the control group (*n* = 4) and the 30 µg/ml DEP-treated group (*n* = 4). **B** Comparison of odds ratios (ORs) representing the degree of enrichment in genomic regions harboring epigenetic marks and CpG islands for each of hypomethylated or hypermethylated differentially methylated CpG sites (DMCs) after 4 weeks exposure to 30 µg/ml DEP. The color of the circle indicates which DMCs (hypomethylated or hypermethylated) are significantly enriched in the respective regions. The size of the circle corresponds to the total number of DMCs co-localized with the given enriched genomic region. **C** Comparison of ORs representing the degree of enrichment in transcription factor (TF) binding regions for each of the hypomethylated or hypermethylated DMCs after four weeks exposure to 30 µg/ml DEP. The color of the circle indicates which DMCs (hypomethylated or hypermethylated) significantly enriched in the respective regions. The size of the circle corresponds to the number of DMCs that overlap with the given enriched binding regions of TFs

According to the Illumina Human Methylation EPIC annotation, the 33,900 DMCs were annotated at or near 9,979 genes. Approximately 40% of these DMCs were located in the gene body, while 16% were within the 1,500 bp of the TSS (Additional file 1: Figure S3B), indicating that they can overlap with promoters and potentially affect gene expression. Additionally, approximately 35% of these DMCs were associated with CpG islands, shelves, and shores (Additional file 1: Figure S3C), whose DNA methylation levels could be highly correlated with gene expression [38]. Although long-term exposure to DEP altered the methylation levels at a significant number of CpG sites, the maximum change did not exceed 38% (∆β = 0.38), and the average change was 5.7% (Fig. 2A; Additional file 1: Figure S5, Figure S6A).

Next, we examined the association of the identified DMCs with various epigenetic marks and potential regulatory regions reported in untreated A549 cells. DHSs, H3K4me1, H3K4me3, H3K9ac, H3K27me3, H3K9me3, H3K27ac and CpG islands along with their shelf regions in A549 cells were tested for DMC enrichment. In general, DEP-induced DMCs were significantly overrepresented in the DHSs (odds ratio (OR) > 1) and simultaneously underrepresented (OR < 1) in the H3K9me3 regions associated with heterochromatin (Additional file 3: List 2), indicating that the changes in DNA methylation levels occurred more frequently in active regulatory regions [39]. Stratified analysis of hypo- and hypermethylated DMCs showed that the enrichment of DMCs in the DHSs was mainly due to the enrichment of hypomethylated DMCs in the genomic regions (OR_hypo_ = 2.59, OR_hyper_ = 0.73) (Fig. 2B; Additional file 3: List 2). Furthermore, both hyper- and hypomethylated DMCs were overrepresented in the H3K4me1 and H3K4me1 + H3K27ac regions. Notably, among the promoter-associated epigenetic marks, only the inactive promoter mark H3K27me3 showed significant enrichment in hypermethylated DMCs.

We also examined the association between DMCs and TFBSs in A549 cells. Enrichment analysis was performed for binding sites of each of the 24 transcription factors (TFs) that were stored in the ENCODE database, using all DMCs, hypomethylated DMCs, and hypermethylated DMCs, respectively. When the enrichment analysis was performed using all DMCs as query regions of interest, the binding sites of six TFs, such as FOXA1, were significantly associated with DMCs (Additional file 3: List 3). In a stratified analysis, hypomethylated DMCs were overrepresented in the binding sites of FOX1A, FOSL2, CEBPB, EP300, NR3C1, TCF12, RAD21, CTCF, and USF1 transcription factors, whereas the binding sites of FOXA1 and EP300 were also enriched in hypermethylated DMCs. (Fig. 2C; Additional file 3: List 3).

### Transcription changes in A549 cells after 4 weeks of exposure to 30 µg/ml DEP

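Gene expression was measured in A549 cells, a human lung adenocarcinoma cell line used as a model of type II alveolar epithelial cells, that were cultured for 4 weeks with 30 µg/ml DEP or without DEP. Total RNA from 4 control and 4 DEP-treated cultures of the main experiment was converted into 1 directional, polyA-selected library per culture. The authors removed adapters and low-quality bases, aligned the paired-end reads to the GRCh37 genome with STAR and counted them on genes with the union mode of HTSeq, and their deposited table holds these counts for Ensembl genes without normalization. The paper states about 20 M paired-end reads per sample; all values here rest on the counts assigned to genes. The control libraries held 20252411, 16984136, 19874225 and 20826747 counts for replicates 1 to 4 (median 20063318), and the DEP libraries held 19656099, 21246699, 20758595 and 19705051 counts (median 20231823). The totals did not differ between the groups (exact permutation test, two-sided *p* = 0.543). At this depth, 3 counts, which is the upper limit that a count of 0 allows, correspond to between 0.141 and 0.177 CPM (counts scaled to the size of the library), and this limit covers counting error only. From the deposited counts, the paper's filter on low counts and TMM normalization were applied again, with factors between 0.990 and 1.01. The control and DEP-treated groups were compared with the quasi-likelihood test of edgeR in place of the paper's *limma* workflow because the table holds raw counts, and DEGs were called at the paper's thresholds (Benjamini–Hochberg adjusted *p*-value under 0.05 and |logFC| above 0.6). Union-mode counting leaves out reads that fall on overlapping genes, and the paper's text does not name the strand setting of the counting, so the values of overlapping genes are less certain. Genes on the X chromosome are not analysed here.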

To investigate how long-term exposure to 30 µg/ml DEP affects gene expression in A549 cells, RNA-seq analysis was performed for the DEP-treated and control groups. 

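In the table of counts, 28727 genes had 0 counts in all 8 libraries. Leaving out the genes with less than 0.5 CPM in more than 4 samples kept 14609 genes, which held 99.9% of the counts in each library. A GRCh37 position was found in the annotation for 14286 of these genes (97.8%), and 20 of them lie on the mitochondrial genome. No library was a copy of another: over genes with at least 50 counts in a pair of libraries, the mean chi-square per gene was between 1.97 and 3.52 for the 6 control pairs and between 3.87 and 8.03 for the 6 DEP pairs, where sampling noise alone gives a value near 1.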

After quality control and filtering, 14,604 genes remained for further analysis. 

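In a principal component analysis of the log_2_ CPM values of the 14609 genes, each gene centred and not scaled, the first component held 77.6% of the variance and the second held 4.80%. The mean score on the first component was -37.0 ± 0.961 (SD, *n* = 4) for the control libraries and 37.0 ± 2.66 (SD, *n* = 4) for the DEP libraries. The groups did not overlap on this component (exact permutation test, two-sided *p* = 0.0286, the smallest value that 4 libraries against 4 allow). On the second component the control libraries stayed between -1.72 and 1.47, whereas the DEP libraries spread from 18.6 for replicate 1 through 0.995 and -3.33 to -17.7 for replicate 4. The share of the first component moved most when each gene was scaled to unit variance, which gave 55.1%.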

Based on the gene counts from the RNA-seq analysis, principal component analysis revealed that 89% of the variation in expression levels was explained by DEP exposure, as captured by the principal component 1 (Additional file 1: Figure S7).

Through differential expression analysis, we identified 2,411 DEGs (Fig. 3, Additional file 4: List 2), of which 1,445 were downregulated and 965 were upregulated after 4 weeks of DEP exposure. 

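The comparison of the DEP-treated with the control group over 14609 genes gave 2437 DEGs (16.7% of the genes tested), of which 1443 were downregulated and 994 were upregulated. In 7395 of the genes tested, all DEP libraries lay on the same side of all control libraries, as they would by chance in 2.86% of genes, and 2266 of the DEGs are among them. The spread between replicates was small, with a coefficient of variation of 4.49% at the common dispersion of 0.00202. An adjusted *p*-value under 0.05 was found for 8394 genes, 4194 higher and 4200 lower, and 5957 of them changed by a |logFC| of no more than 0.6. The number of DEGs moved most when no limit was set on the fold change, which gives those 8394 genes, and with the limit kept it moved most when the genes with the lowest expression were left out, which gave 1244 DEGs among 10956 genes.
The largest rises among DEGs whose groups did not overlap were in *SHISA9*, *SLC16A6*, *GRHL3*, *SUCNR1* and *DHRS9*. *SLC16A6* (ENSG00000108932, chromosome 17, 66263167 to 66287408, within which the opposite-strand gene *ARSG* overlaps) rose from 0.245 ± 0.0702 to 6.30 ± 0.614 CPM (SD, *n* = 4 per group), a logFC of 4.65 (standard error 0.22, adjusted *p*-value = 2.7e-15 from edgeR's quasi-likelihood test). *GRHL3*, *SUCNR1* and *DHRS9* had a logFC of 4.42, 4.37 and 4.22. *SHISA9* had 1 count in the control libraries together and between 13 and 25 counts in each DEP library, at least 5.70-fold higher against a floor of 3 counts. Among the largest falls were those of *C19orf69*, *ACSM2A*, *NR4A3* and *CNTNAP2*. *NR4A3* (ENSG00000119508, chromosome 9, 102584137 to 102629173, overlapped on the opposite strand by *STX17-DT*) fell from 81.9 ± 9.90 to 1.01 ± 0.367 CPM (SD, *n* = 4 per group), a logFC of -6.34 (standard error 0.13, adjusted *p*-value = 2.5e-22 from edgeR), and *CNTNAP2* had a logFC of -5.74. *C19orf69* and *ACSM2A* were at or under the floor in all DEP libraries, so that *C19orf69* was at least 54.9-fold lower and *ACSM2A*, whose reads can be shared with close paralogs, at least 4.35-fold lower.
The smallest *p*-values among upregulated DEGs belonged to *CYP1B1*, *ALDH3A1*, *GRHL3*, *AKR1B1* and *APLP1*. *ALDH3A1* (ENSG00000108602, chromosome 17, 19641297 to 19652256) rose from 1714 ± 24.1 to 7155 ± 252 CPM (SD, *n* = 4 per group), with a logFC of 2.06 and an adjusted *p*-value of 7.7e-23 from edgeR, and *AKR1B1* and *APLP1* had a logFC of 1.86 and 1.63. Among downregulated DEGs the smallest *p*-values belonged to *FGB*, *TM4SF20*, *ERBB3*, *ETS2* and *SERPINA1*. *FGB* (ENSG00000171564, chromosome 4, 155484163 to 155493959), which encodes the fibrinogen beta chain, fell from 723 ± 25.5 to 43.8 ± 5.59 CPM (SD, *n* = 4 per group), with a logFC of -4.05 and an adjusted *p*-value of 2.3e-24 from edgeR. The logFC of *TM4SF20*, *ERBB3*, *ETS2* and *SERPINA1* was -3.42, -3.18, -2.63 and -3.46. The paper then tested the DEGs against predefined gene sets and states that the exposure altered the expression of genes belonging to sets such as xenobiotic metabolism, inflammatory response and senescence.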

The expression changes for DEGs showed a high degree of correlation with those observed in the verification experiment (see Additional file 4: List 5), with a Spearman correlation coefficient of 0.774 (*p*-value < 0.001) (Additional file 1: Figure S8C). GSEA also showed significant consistency in the direction of gene expression changes between the two experiments, with enrichment scores of 0.83 and − 0.88 for up- and downregulated genes, respectively (Additional file 1: Figure S8A-B).

**Fig. 3:**
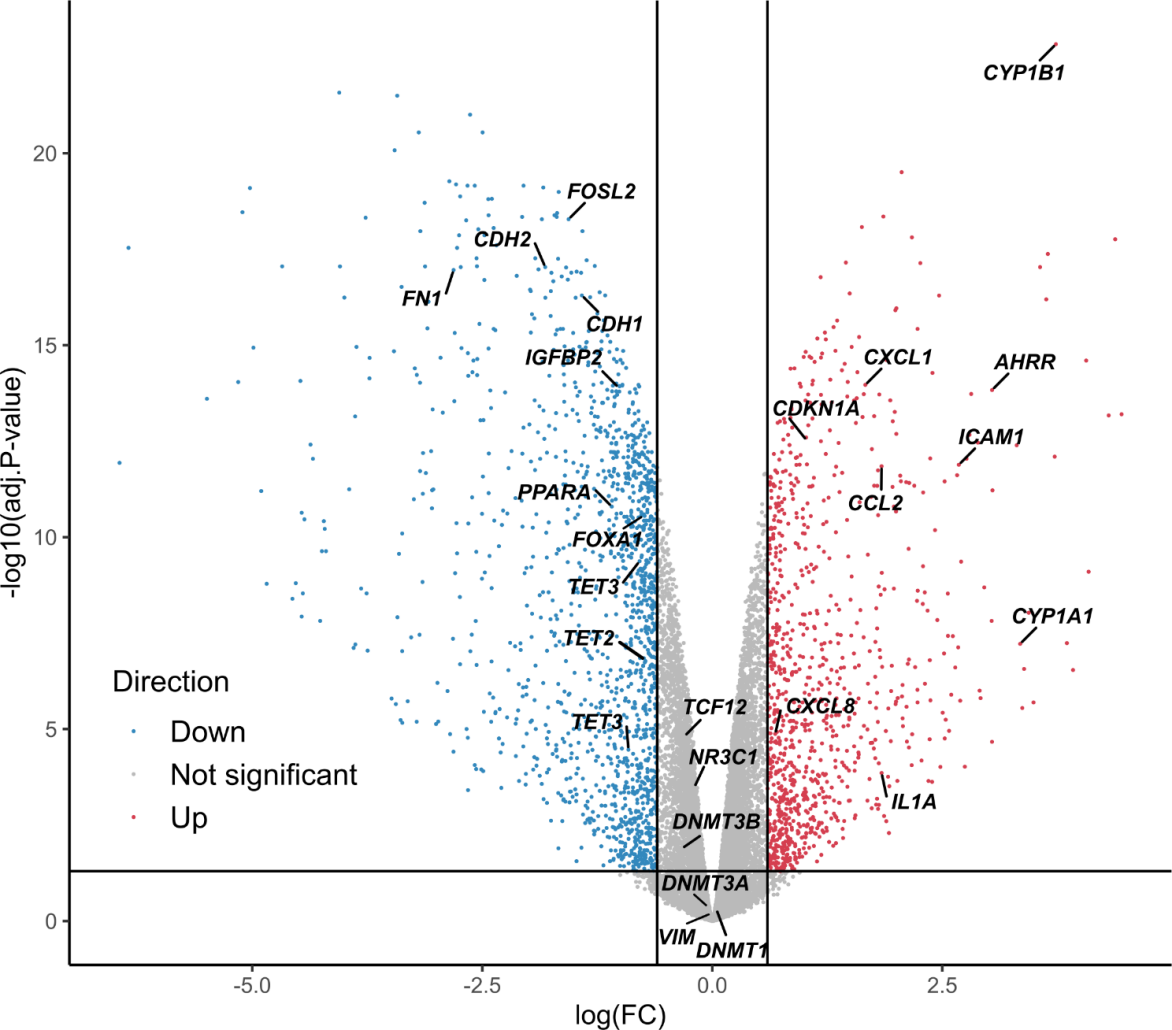
Differentially expressed genes (DEGs) after 4 weeks of exposure to 30 µg/ml diesel exhaust particles (DEP). The volcano plot shows gene expression by log_2_ fold-change (logFC) relative to the adjusted *p*-value. The horizontal and vertical black lines represent the adjusted *p*-value threshold at 0.05 and the |logFC| threshold at 0.6, respectively. The adjusted *p*-values were calculated by differential methylation analysis between the control group (*n* = 4) and the 30 µg/ml DEP-treated group (*n* = 4). Gene symbols indicate the genes mentioned in the paper

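Among the genes that Fig. 3 labels, *FOSL2*, *FOXA1*, *TCF12* and *NR3C1* encode transcription factors. *FOSL2* (ENSG00000075426, chromosome 2, 28615315 to 28640184) fell from 348 ± 6.28 to 118 ± 5.41 CPM (SD, *n* = 4 per group), a logFC of -1.56 (standard error 0.040, adjusted *p*-value = 2.4e-20 from edgeR). *FOXA1* (ENSG00000129514, chromosome 14, 38058757 to 38065264) fell from 75.7 ± 3.64 to 44.8 ± 2.83 CPM, a logFC of -0.76 (standard error 0.050, adjusted *p*-value = 2.8e-12 from edgeR). Both were DEGs in all 8 fits that left out 1 library, although *FOSL2-AS1* and *TTC6* overlap them on the opposite strand. *TCF12* and *NR3C1* changed by a logFC of -0.30 and -0.19, under the limit of 0.6, with adjusted *p*-values of 8.2e-06 and 0.000337 from edgeR. In these 4 genes every DEP library lay below every control library (exact permutation test, two-sided *p* = 0.0286, the smallest possible).
The paper names 24 transcription factors in Fig. 2C, Fig. 4B or its text, and 23 of their genes could be tested. Only *FOSL2*, *FOXA1*, *HNF4A* and *HNF4G* were DEGs, all of them downregulated. *HNF4A* (ENSG00000101076, chromosome 20, 42984339 to 43061485) fell from 144 ± 5.25 to 34.8 ± 1.38 CPM (SD, *n* = 4 per group), a logFC of -2.05 (standard error 0.045, adjusted *p*-value = 1.1e-21 from edgeR), and overlaps *HNF4A-AS1* on the opposite strand. *HNF4G* had a logFC of -0.67, which became -0.59 without DEP replicate 1, so that it was no longer a DEG. A further 14 genes, *TCF12* and *NR3C1* among them, had an adjusted *p*-value under 0.05 with a smaller change, 11 lower and 3 higher, and 5 did not, and the logFC of these genes lay between -0.48 for *NR2F2* and 0.30 for *USF1*. *ESR1* had 0 counts in all 8 libraries, so a level of up to 3 counts per library would not be seen.

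**Figure D1:**
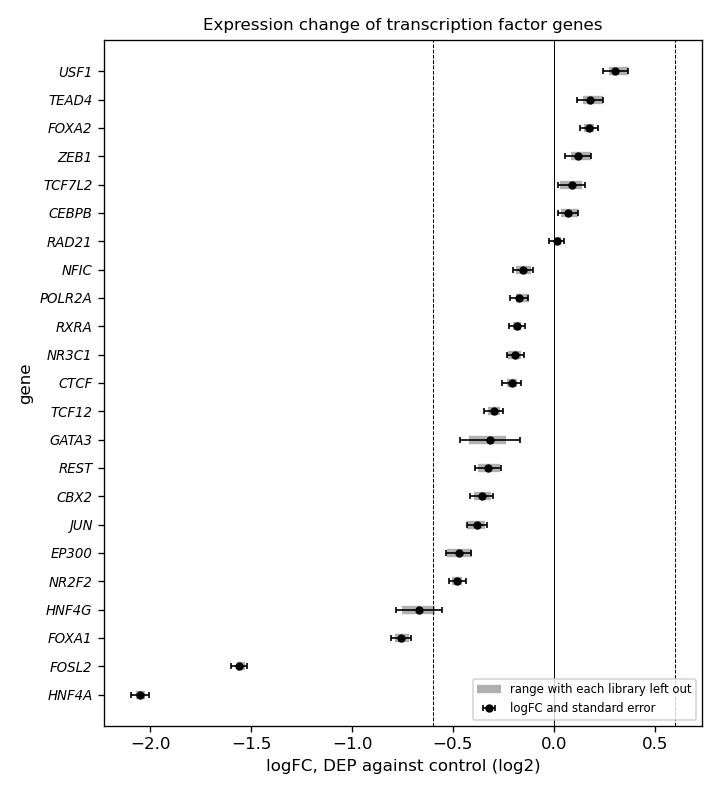
Expression change of 23 transcription factor genes in the DEP-treated against the control group. The horizontal axis gives the logFC (log2 scale), points and thin bars are the estimate and its standard error, grey bars the range over the fits that each left out 1 of the 8 libraries, and dashed lines the limits of -0.6 and 0.6. *HNF4A*, *FOSL2* and *FOXA1* lie beyond the lower limit over their whole range, and the range of *HNF4G* crosses it.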

Overrepresentation analysis applied to the 50 Hallmark gene sets from the Human Molecular Signatures Database [35] helped us to functionally characterize the DEGs. We also tested the association between the DEGs and the SenMayo senescence gene set [36] because senescence plays a key role in initiating airway remodeling, inflammation, and pulmonary fibrosis in the alveolar epithelium [12]. This overrepresentation analysis revealed that DEGs were significantly enriched in 16 gene sets (Fig. 4A; Additional file 4: List 3); among them, *Senescence* had the highest enrichment ratio, followed by *TNF-α signaling via NF-κB*,* Epithelial mesenchymal transition*,* KRAS signaling (up and down)*,* Coagulation*,* Inflammatory response*,* Estrogen response (early and late)*,* Hypoxia*,* Apoptosis*,* IL2 STAT5 signaling*,* Bile acid metabolism*,* Xenobiotic metabolism*,* Myogenesis and UV response (down)* gene sets.

**Fig. 4:**
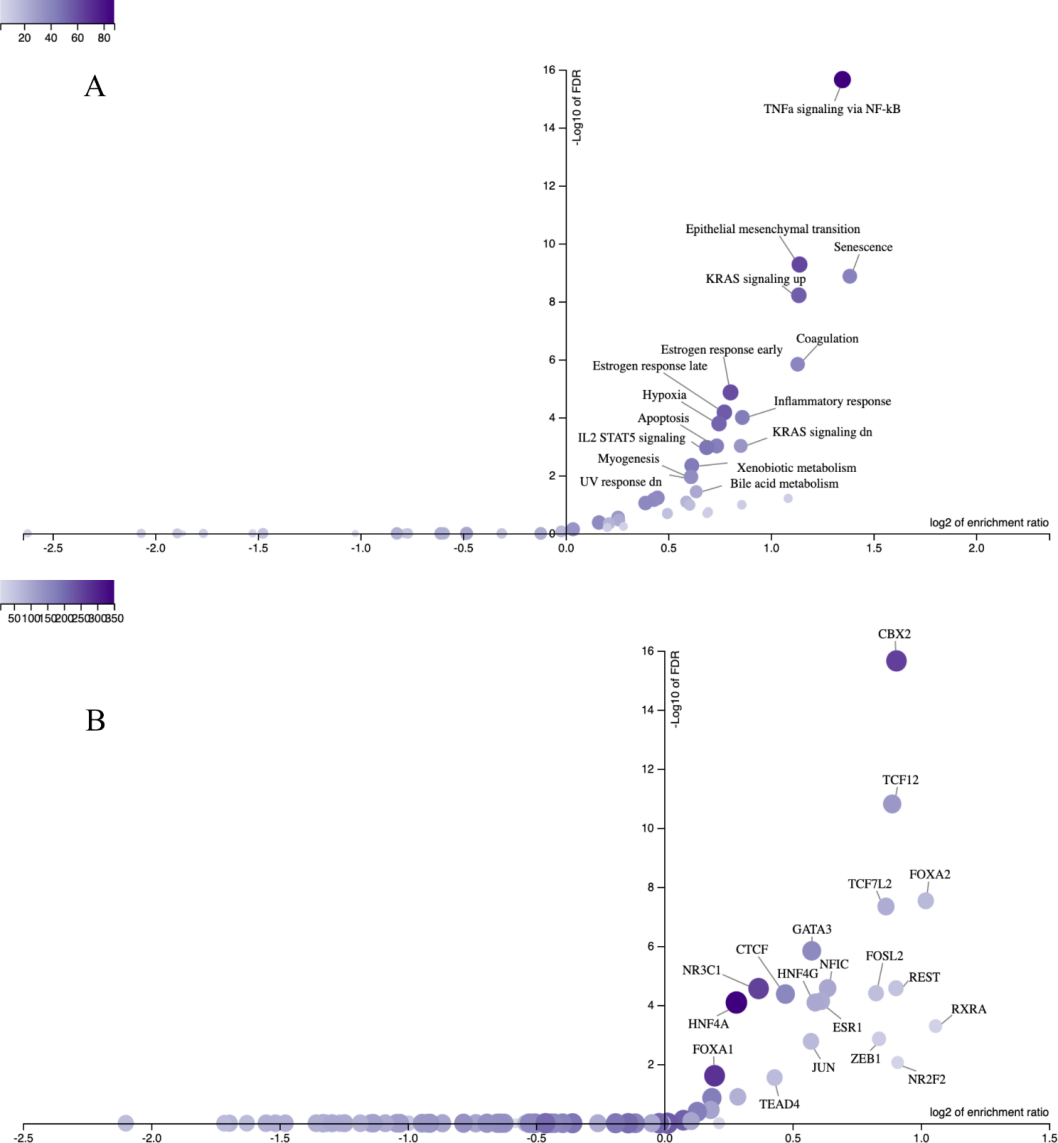
Relationship between enrichment ratio and false discovery rate (FDR) representing the results of overrepresentation of differentially expressed genes (DEGs) using **A** 50 Hallmark gene sets from the Human Molecular Signatures Database with the Senescence gene set and **B** ENCODE transcription factor target gene sets after 4 weeks exposure to 30 µg/ml diesel exhaust particles (DEP). The intensity of the purple color indicates the number of DEGs included in the gene set. The enrichment ratio reflects the number of DEGs included in the gene set of interest divided by the expected number of genes in the gene set, calculated based on the reference genes that passed the quality filter

In parallel, we performed an overrepresentation analysis of gene sets containing the target genes of the TFs. Of the 470 TFs from the ENCODE database that were included in the analysis, 19 TFs that could potentially induce the dysregulation of DEGs were identified (Fig. 4B; Additional file 4: List 4), including FOSL2, NR3C1, FOXA1, CTCF and TCF12, whose binding sites were also enriched in hypomethylated DMCs (Fig. 2C; Additional file 3: List 3).

### Concordant DNA methylation and transcriptional changes

The association between changes in DNA methylation and gene expression is of interest because DMCs after DEP exposure in the main experiment were overrepresented in genomic regions associated with gene regulation. Therefore, we further investigated the correlation between DNA methylation levels at DMCs and the expression of nearby genes obtained in the main experiment. We found 106,486 *cis*-DMC–DEG pairs where the TSS of the DEG was located within 1 Mbp on either side of the DMC (*cis*-DMC) (Additional file 5: List 1). Among the 106,486 *cis*-DMC–DEG pairs, a significant correlation between DNA methylation and gene expression was observed for a total of 1,225 pairs (1.15%) formed by 1,179 *cis-*DMCs and 854 DEGs (Additional file 5: List 2). For comparison, we also examined correlated pairs between *cis*-DMCs and genes with no significant expression differences (nonDEGs) within the 1-Mbp window from the DMC and found that the proportion of correlated pairs in the *cis*-DMC–DEG pairs was 2.31 times significantly greater than that in the *cis*-DMC–nonDEG pairs (Additional file 5: List 5). In total, 597 *cis*-DMC–DEG pairs had a negative correlation (correlation coefficient r_k_ < 0), while 628 pairs had a positive correlation (r_k_ > 0) between DNA methylation and gene expression. For the correlated *cis*-DMC–DEG pairs, the distance between the *cis*-DMC and the TSS of the DEG was almost uniformly distributed, taking different values within throughout the entire range of the 1-Mbp window (Additional file 1: Figure S9).

When characterizing the genomic and epigenomic features of the 1,179 DEG-correlated *cis-*DMCs, CpG islands, DHSs, and regions with enhancer-associated epigenetic marks were enriched in DEG-correlated hypomethylated *cis-*DMCs, whereas DEG-correlated hypermethylated *cis-*DMCs were overrepresented in inactive promoters marked by H3K27me3 (Additional file 5: List 3). These enrichment patterns in the stratified analysis were similar to those for all the 33,900 DMCs identified (Additional file 3: List 2). With respect to TFBSs, the binding sites for POLR2A showed a statistically significant overrepresentation in DEG-correlated hypomethylated *cis-*DMCs. In contrast, no TFBS enrichment was observed for DEG-correlated hypermethylated *cis-*DMCs (Additional file 5: List 4). The distribution of positively or negatively DEG-correlated *cis-*DMCs across the different genomic regions was similar, with comparatively equal numbers of positively or negatively DEG-correlated *cis-*DMCs (Additional file 5: Lists 3–4).

## Discussion

In this study, we aimed to investigate the effects of long-term exposure to low-dose DEP on the DNA methylome and transcriptome in human adenocarcinoma alveolar basal epithelial A549 cells, and to evaluate the possible link between methylation levels at individual CpG sites and gene expression. This study has several notable features compared with previous studies on the similar topic. First, we tested lower DEP doses than those previously used for other regions of the respiratory tract because, according to Li et al. [40], the pollutant dose received by the alveolar region is approximately 40 times lower than that received by the tracheobronchial region during inhalation. Second, we integrated two sets of omics data — DNA methylation and gene expression levels, which were quantified through the use of highly accurate and precise Infinium MethylationEPIC BeadChips and RNA-seq. These data allowed us to comprehensively assess the effect of long-term DEP exposure on A549 cells. Furthermore, although the established A549 tumor cell line used can undergo various changes with each cell passage, our results showed good reproducibility, demonstrating a high degree of correlation between the data obtained from independent experiments.

Principal component analysis revealed that DEP exposure accounted for 89% of the variability in gene expression and only 18% of the variability in DNA methylation levels. This finding suggests that the effect of long-term DEP exposure on DNA methylation is less than that on gene expression in A549 cells. Therefore, we only used the adjusted *p*-values without ∆β threshold to identify DMCs because we wanted to detect any minute but stable DNA methylation changes that may directly affect gene expression or may be a by-product of other processes that affect gene expression in response to DEP exposure.

Of the three DEP doses tested in the dose–response experiment, only 30 µg/ml DEP induced a statistically significant changes in DNA methylation levels at many CpG sites after 4 weeks of exposure. Exposure to the lower doses also altered the methylation levels at the DEP-affected CpG sites but to a lesser extent. This finding suggests that different DEP concentrations produce similar effects with different intensities.

After four weeks of exposure to DEP, DNA hypomethylation was observed in A549 cells at most of the DMCs, which is consistent with the finding of Zhang et al. [22] who observed predominant DNA hypomethylation in human bronchial epithelial cells after 24 h of exposure to DEP. In contrast to the findings of Zhang et al. [22], who also reported increased expression levels of *TET1*, *DNMT1*, and *DNMT3A* along with changes in DNA methylation and hydroxymethylation levels after DEP exposure, four-week exposure to DEP in this study resulted in significant downregulation of all the TET family genes (*TET1*, *TET2*, and *TET3*) (Additional file 1: Figure S10A-B) and no marked changes for the DNMT family genes (*DNMT1*, *DNMT3A*, and *DNMT3B*) (Additional file 1: Figure S10C-D). 

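In the RNA-seq data, *TET1* (ENSG00000138336, chromosome 10, 70320094 to 70454244 of GRCh37) was expressed at 4.87 ± 0.439 CPM in the control group and 2.61 ± 0.628 CPM in the DEP-treated group (SD, *n* = 4 per group). Its logFC was -0.89 (standard error 0.15, adjusted *p*-value = 2.2e-05 from edgeR's quasi-likelihood test), and rests on 39 to 104 counts per library. *TET2* (ENSG00000168769, chromosome 4, 106067032 to 106200973) fell from 17.0 ± 0.976 to 10.1 ± 1.31 CPM, with a logFC of -0.74 (standard error 0.086, adjusted *p*-value = 7.2e-08 from edgeR). *TET3* (ENSG00000187605, chromosome 2, 74212037 to 74335303) fell from 45.6 ± 2.76 to 26.4 ± 2.31 CPM, with a logFC of -0.79 (standard error 0.061, adjusted *p*-value = 5.6e-11 from edgeR). For each TET gene all DEP libraries lay below all control libraries (exact permutation test, two-sided *p* = 0.0286, the smallest possible), and all 8 fits that left out 1 library called it a DEG. The logFC then ranged from -1.06 to -0.78 for *TET1*, from -0.80 to -0.69 for *TET2* and from -0.84 to -0.74 for *TET3*. When the log fold changes of all genes were corrected for a trend on transcript length and GC content, a setting chosen after the data had been seen, *TET2* changed by -0.56 and *TET3* by -0.51, under the limit of 0.6, and *TET1* by -0.73. When edgeR tested directly whether the change exceeds 0.6, *TET3* passed (adjusted *p*-value = 0.00657) and *TET1* (0.0859) and *TET2* (0.144) did not. Over all settings the adjusted *p*-value from edgeR, *limma* or DESeq2 was between 9.8e-09 and 0.0859 for *TET1*, between 5.2e-18 and 0.144 for *TET2* and between 8.7e-41 and 0.00657 for *TET3*.
*DNMT1* (ENSG00000130816, chromosome 19, 10244018 to 10341962) was expressed at 65.2 ± 1.68 and 67.6 ± 6.07 CPM in the control and DEP-treated groups (SD, *n* = 4 per group), a logFC of 0.051 (standard error 0.052, adjusted *p*-value = 0.422 from edgeR), which the length and GC correction moved to 0.21. *DNMT3A* (ENSG00000119772, chromosome 2, 25450724 to 25565459) was expressed at 31.9 ± 0.629 and 30.9 ± 1.25 CPM, a logFC of -0.047 (standard error 0.052, adjusted *p*-value = 0.462 from edgeR). Its sign turned under the same correction, to 0.18. *DNMT3B* (ENSG00000088305, chromosome 20, 31350191 to 31397165) was expressed at 6.26 ± 0.963 and 4.76 ± 0.473 CPM, and its logFC of -0.39 (standard error 0.13, adjusted *p*-value = 0.0112 from edgeR) was significant without reaching the limit of 0.6. Without control replicate 2 it was no longer significant (logFC -0.32, adjusted *p*-value = 0.0504 from edgeR). With each library left out the logFC ranged from -0.48 to -0.32, and over all settings the adjusted *p*-value from edgeR, *limma* or DESeq2 ranged from 0.00219 to 1, the latter from the direct test against 0.6. In the DNMT genes the groups overlapped, with exact permutation *p*-values of 0.571 for *DNMT1*, 0.2 for *DNMT3A* and 0.0857 for *DNMT3B*. An annotated antisense gene overlaps *TET2*, and *S1PR2* overlaps *DNMT1* on the same strand.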

Although the mechanism of action by which DEP exposure causes changes in DNA methylation levels is unknown, the TET and DNMT family genes are known enzymes that may contribute to the alteration of cellular DNA methylation levels. To investigate whether the TET and DNMT family genes are involved in DNA methylation changes after long-term DEP exposure, future studies are needed to determine the detailed time course of changes in DNA methylation and hydroxymethylation levels after DEP exposure using bisulfite and oxidative bisulfite sequencing methods that can distinguish between the types of cytosine modifications (methyl-cytosine and 5-hydroxy-methyl-cytosine). At the same time, the time course of changes in the expression levels and enzymatic activities of the TET and DNMT family genes after long-term DEP exposure needs to be elucidated.

Changes in DNA methylation levels are also known to be associated with the activities of TFs. For example, CTCF can inhibit DNA methylation at unmethylated bound regions or promote hypomethylation at methylated bound regions [41]. The TFBS overrepresentation analysis revealed that there were significant DMC enrichments in several specific TFBSs in A549 cells after four weeks of DEP exposure. Among them, the binding sites of FOXA1 were significantly enriched for both hypomethylated and hypermethylated DMCs at the top ranks. Although it has been reported that FOXA1 induces hypermethylation within the binding regions under the condition of its reduced expression [42], it remains unclear whether the observed enrichments of DMCs within the specific binding regions of TFs including FOXA1 represent changes in DNA methylation levels via the altered TF activities. Future functional analysis of TF activities after DEP exposure will be required to assess the role of TFs in the DEP-induced changes in DNA methylation.

The associations between DNA methylation and transcriptomic levels could provide valuable insights into the mechanism(s) of gene regulation under DEP exposure. Using a multiomics approach, we found 854 DEGs whose expression levels correlated with DNA methylation levels at *cis-*DMCs. Among all *cis-*DMC–gene pairs used, the proportion of *cis-*DMC–DEG pairs was higher than that of *cis-*DMC–nonDEG pairs (OR = 2.31), suggesting that the reported *cis-*DMC–DEG pairs are statistically validated candidates worthy of future experimental verification. In addition, DEG-correlated hypomethylated *cis-*DMCs were overrepresented in DHSs, promoters and enhancers marked by H3K4me1 and H3K27ac, as well as TFBSs of POLR2A, which are highly observed in these regions [43, 44]. This suggests that there may be biological implications behind the correlations of *cis-*DMC–DEG pairs, although the causal relationships between them remain to be elucidated. Further experimental studies are needed to discover biologically coordinated changes in DNA methylation and gene expression after DEP exposure, which may help to identify the environmentally induced regulatory elements [17] involved in the development of lung diseases.

At the transcriptomic level, four weeks of DEP exposure to A549 cells resulted in altered expression of genes associated with target gene sets for 19 TFs as well as 16 biologically predefined gene sets, including *Xenobiotic metabolism*,* Inflammatory response*, *Senescence*, and *Epithelial mesenchymal transition*. 

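*CYP1B1* (ENSG00000138061, chromosome 2, 38294116 to 38337044) encodes a monooxygenase, and its transcription is activated by the aryl hydrocarbon receptor. It rose from 46.1 ± 3.17 CPM in the control group to 616 ± 30.3 CPM in the DEP-treated group (SD, *n* = 4 per group), with a logFC of 3.74 (standard error 0.051) and the smallest adjusted *p*-value of all genes tested, 3.9e-25 from edgeR's quasi-likelihood test. *CYP1A1* (ENSG00000140465, chromosome 15, 75011883 to 75017877) changed as much on the log scale but from a far lower level. The control libraries held 1, 4, 2 and 2 counts of *CYP1A1* and the DEP libraries 33, 45, 32 and 22, which is 0.121 ± 0.0811 and 1.61 ± 0.426 CPM (SD, *n* = 4 per group). Its logFC of 3.73 (standard error 0.39, adjusted *p*-value = 1.2e-08 from edgeR) is therefore much less precise, and it ranged from 3.48 to 4.20 with each library left out and from 2.98 (*limma* with trend) to 3.79 (DESeq2) over the other settings. *AHRR* (ENSG00000063438, chromosome 5, 321829 to 438406), which encodes the repressor of the same receptor, rose from 2.16 ± 0.517 to 17.8 ± 0.396 CPM (SD, *n* = 4 per group), a logFC of 3.02 (standard error 0.11, adjusted *p*-value = 3.9e-17 from edgeR). For these 3 genes every DEP library lay above every control library (exact permutation test, two-sided *p* = 0.0286, the smallest possible). *AHRR* shares its strand with the readthrough gene *PDCD6-AHRR*, and *CYP1B1* is overlapped by *CYP1B1-AS1* and *RMDN2* on the opposite strand, so part of their reads can have been left out or shared in the counting.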

The upregulated DEGs included *CYP1A1*,* CYP1B1*, and *AHRR* (Additional file 1: Figure S6B, Figure S10E-F), which are involved in the xenobiotic metabolism and exhibit elevated expression in response to various air pollutants [45–47]. The expression levels of several cytokines, such as *IL1A*, *CCL2*, *CXCL1*, *CXCL8*, and *ICAM1* were also significantly upregulated (Additional file 1: Figure S10G-H), leading to the enrichment of the *Inflammatory response* gene set [48–50]. 

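*IL1A* (ENSG00000115008, chromosome 2, 113531502 to 113542070) was expressed near the limit of the depth, with 3, 2, 3 and 5 counts in the control libraries and 17, 15, 12 and 14 counts in the DEP libraries. Its logFC was 2.05 (standard error 0.38, adjusted *p*-value = 6.4e-05 from edgeR's quasi-likelihood test). *CCL2* (ENSG00000108691, chromosome 17, 32582293 to 32584227) rose from 3.73 ± 0.185 to 13.6 ± 1.76 CPM (SD, *n* = 4 per group), a logFC of 1.86 (standard error 0.11, adjusted *p*-value = 2.8e-13 from edgeR). *CXCL1* (ENSG00000163739, chromosome 4, 74735110 to 74737025), whose reads can be shared with its close paralogs *CXCL2* and *CXCL3*, rose from 18.5 ± 0.298 to 59.2 ± 7.94 CPM, a logFC of 1.68 (standard error 0.074, adjusted *p*-value = 1.1e-15 from edgeR). *ICAM1* (ENSG00000090339, chromosome 19, 10381769 to 10397291), which encodes an adhesion molecule, rose from 1.40 ± 0.238 to 9.24 ± 1.498 CPM, a logFC of 2.71 (standard error 0.16, adjusted *p*-value = 2.0e-13 from edgeR), the largest change of the 5 genes, and is overlapped on the opposite strand by *LIMASI* and *ICAM4-AS1*. *CXCL8* (ENSG00000169429, chromosome 4, 74606236 to 74609433), which the table lists under its older symbol *IL8*, rose the least, from 106 ± 2.12 to 175 ± 46.0 CPM, a logFC of 0.72 (standard error 0.10, adjusted *p*-value = 2.3e-06 from edgeR). Its DEP libraries differed from each other, at 130, 145, 196 and 229 CPM for replicates 1 to 4. Without DEP replicate 4 the logFC of *CXCL8* was 0.57, and under the correction for transcript length and GC content it was 0.52, both below the limit of 0.6. The other 4 genes were DEGs in all 8 fits that left out 1 library. In each of the 5 genes all DEP libraries exceeded all control libraries (exact permutation test, two-sided *p* = 0.0286, the smallest possible).

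**Figure D2:**
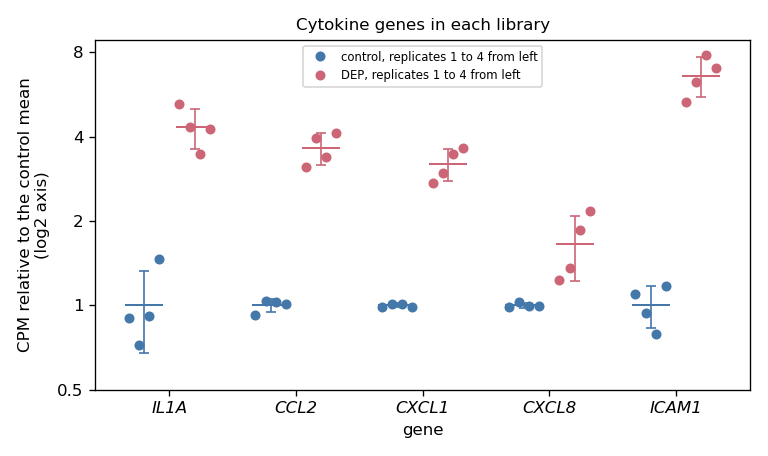
Expression of 5 cytokine and adhesion genes in each library, as CPM divided by the mean of the control group on a log2 axis. Blue points are control and red points DEP libraries, replicates 1 to 4 from left to right, with horizontal lines at the group means and error bars of 1 SD. The DEP libraries lie between 5.32 and 7.83 times the control mean for *ICAM1*, and from 1.23 times in replicate 1 to 2.16 times in replicate 4 for *CXCL8*.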

With respect to the DEG-enrichment of the *Senescence* gene set, we found transcriptional patterns associated with senescence after DEP exposure. 

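*PPARA* (ENSG00000186951, chromosome 22, 46546424 to 46639652), which encodes a nuclear receptor, was expressed at 46.4 ± 1.704 CPM in the control group and 21.9 ± 2.88 CPM in the DEP-treated group (SD, *n* = 4 per group), a logFC of -1.08 (standard error 0.067, adjusted *p*-value = 8.5e-13 from edgeR's quasi-likelihood test). *IGFBP2* (ENSG00000115457, chromosome 2, 217497551 to 217529159), which encodes a binding protein of insulin-like growth factors, went from 152 ± 3.17 to 76.0 ± 4.77 CPM, a logFC of -1.003 (standard error 0.044, adjusted *p*-value = 9.9e-16 from edgeR). *CDKN1A* (ENSG00000124762, chromosome 6, 36644237 to 36655114), which encodes a cyclin-dependent kinase inhibitor, went from 77.5 ± 4.88 to 158 ± 13.8 CPM, a logFC of 1.03 (standard error 0.054, adjusted *p*-value = 3.7e-14 from edgeR). The groups did not overlap in any of these genes (exact permutation test, two-sided *p* = 0.0286, the smallest possible). With each library left out in turn, the logFC stayed between -1.16 and -1.03 for *PPARA*, between -1.03 and -0.96 for *IGFBP2* and between 0.97 and 1.07 for *CDKN1A*. An antisense transcript, *DINOL*, overlaps *CDKN1A*.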

Namely, similar to pulmonary fibrosis, the expression of *PPARA* and *IGFBP2* significantly decreased, and that of the senescence marker p21 (*CDKN1A*) increased in the A549 cells exposed to DEP (Additional file 1: Figure S10I-J). These changes could lead to the formation of a senescent state in cells [51]. In the alveolar epithelium, senescence and inflammation are known to be associated with airway remodeling and pulmonary fibrosis [12, 52]. Interestingly, we also have identified significant DEG-enrichments of target gene sets for five TFs, TCF12, ZEB1, NR3C1, TEAD4 and JUN, which were previously reported to be the regulators in idiopathic pulmonary fibrosis [53]. The formation of pulmonary fibrosis in the alveolar epithelium is also associated with epithelial-mesenchymal transition (EMT) [54, 55]. 

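*CDH2* (ENSG00000170558, chromosome 18, 25512843 to 25757910) was expressed at 47.9 ± 0.571 CPM in the control group and 13.6 ± 0.122 CPM in the DEP-treated group (SD, *n* = 4 per group). Its logFC of -1.82 (standard error 0.054, adjusted *p*-value = 3.5e-19 from edgeR's quasi-likelihood test) stayed between -1.82 and -1.81 with each library left out in turn. *FN1* (ENSG00000115414, chromosome 2, 216225163 to 216300796) was expressed at 5616 ± 311 CPM in the control group and 810 ± 143 CPM in the DEP-treated group, a logFC of -2.79 (standard error 0.081, adjusted *p*-value = 2.6e-19 from edgeR) with a range of -2.90 to -2.69. The epithelial marker *CDH1* (ENSG00000039068, chromosome 16, 68771195 to 68869440) went the same way, from 224 ± 6.51 to 84.0 ± 5.85 CPM, with a logFC of -1.41 (standard error 0.045, adjusted *p*-value = 1.8e-18 from edgeR). For these genes every DEP library lay below every control library (exact permutation test, two-sided *p* = 0.0286, the smallest possible). The mesenchymal marker *VIM* (ENSG00000026025, chromosome 10, 17270240 to 17279592) was expressed at 1489 ± 14.4 and 1466 ± 63.3 CPM (SD, *n* = 4 per group), a logFC of -0.022 (standard error 0.038, adjusted *p*-value = 0.644 from edgeR) that is within the spread of the replicates. The logFC of *VIM* ranged from -0.055 to -0.0049 with each library left out and from -0.10 to -0.017 over the other settings. Its lowest adjusted *p*-value over all settings, from edgeR, *limma* or DESeq2, was 0.0198. *VIM-AS1* overlaps *VIM* on the opposite strand, and unnamed antisense genes overlap *CDH1* and *CDH2*.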

Although the *Epithelial mesenchymal transition* gene set was among the enriched DEGs, the expression levels of key mesenchymal marker genes N-cadherin (*CDH2*) and fibronectin (*FN1*) were significantly decreased in the DEP-treated cells (Additional file 1: Figure S10K-L), which is contrary to the expected outcome (increased expression) during EMT [56]. This result is consistent with our overall findings that significant morphological changes were not detected in the A549 cells exposed to 30 µg/ml DEP for 4 weeks (data not shown). Further studies with longer-term exposure to DEP are required to evaluate whether DEP can induce EMT and senescence, as well as to assess the ability of DEP to influence the activities of TFs. This would help to understand the mechanisms of DEP-induced fibrosis formation.

It is important to note that our analysis has limitations. First, to characterize DNA methylation changes after prolonged exposure to DEP, we used publicly available ChIP-seq data for untreated A549 cells. Due to cell passages, the epigenetic profiles of the cells used may differ somewhat from the available ones. Second, due to the paired nature of DNA methylation and gene expression data and the small sample size, we were forced to use a non-parametric Kendall test with strict significance thresholds to avoid finding false positives for correlated *cis-*DMC–DEG pairs. This resulted in a relatively small number of the correlated *cis-*DMC–DEG pairs identified; thus, a larger sample size is needed to find more true positive associations. Finally, A549 adenocarcinoma alveolar basal epithelial cells may not have the same cellular response to DEP as healthy ATII cells, although the A549 cell line has been widely used as a model for ATII cells. Future studies are needed to investigate whether there are differences in the responsiveness to DEP between the two cell types.

## Conclusions

Long-term exposure of DEP to human adenocarcinoma alveolar basal epithelial cells induced extensive changes at both the transcriptomic and DNA methylomic levels, and these changes may occur through complex and coordinated processes in the cells. Investigating such coordinated changes has a great potential for the discovery of environmentally induced regulatory elements, which allow a more detailed assessment of the mechanisms and magnitude of the effects of any pollutant, including DEP, on the human body.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Additional file 1

Additional file 2

Additional file 3

Additional file 4

Additional file 5

## Data Availability

DNA methylation (the Illumina Infinium MethylationEPIC BeadChips data in the dose-response and main experiments) and gene expression (RNA-seq data in the main experiment and the Agilent SurePrint G3 Human GE Microarray 8 × 60K v.3.0 data in the verification experiment) datasets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO) repository with the SuperSeries number GSE267217. Other data that support the findings of the study are available from the corresponding author (AT) upon request.

## Abbreviations

ANOVA: Analysis of Variance
ATI: Alveolar epithelial type I
ATII: Alveolar epithelial type II
DEG: Differentially expressed gene
DEP: Diesel exhaust particles
DHS: DNase hypersensitive site
DMC: Differentially methylated CpG site
EMT: Epithelial-mesenchymal transition
ES: Enrichment score
FBS: Fetal bovine serum
logFC: log_2_ fold-change
GSEA: Gene Set Enrichment Analysis
nonDEG: Gene with no significant expression difference
OR: Odds ratio
PAH: Polycyclic aromatic hydrocarbon
QC: Quality control
RNA-seq: RNA sequencing
TF: Transcription factor
TFBS: Transcription factor binding site
TMM: Trimmed mean of M-values
TSS: Transcription start site

How the deposited data were processed for this re-analysis (not part of the article)

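RNA from A549 cells cultured for 4 weeks with 30 µg/ml DEP or without DEP was sequenced in the main experiment, with 4 cultures per group and 1 library per culture. The authors selected polyA RNA, made directional libraries, trimmed adapters and low-quality bases, aligned the reads to the Ensembl GRCh37 genome with STAR and counted them with the union mode of HTSeq. Their deposited table holds the resulting counts per gene, unnormalized, with 1 column per library. The paper's text does not name the version of STAR, the annotation used for counting or the strand setting. Union-mode counting leaves out reads on overlapping genes and reads that align to several places, so that close paralogs, pseudogene copies and overlapping genes lose reads. If the counting ignored strand, this extends to antisense genes. Of the 45 genes that the paper names and that are reported here, 30 overlap another annotated gene, 21 of them on the same strand and 26 on the opposite strand. Genes on the X chromosome are not analysed here. The DNA methylation arrays, the dose-response experiment and the expression microarray are not analysed here, and neither are the paper's tests of the Hallmark, SenMayo and ENCODE gene sets.

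Gene positions, transcript lengths and GC contents were taken from the GENCODE annotation (release 44) mapped to GRCh37, which holds 97.8% of the genes tested. Positions are those of the whole gene. CPM values in the text are counts scaled to the library size after TMM normalization, given as mean ± SD. The depth was between 16984136 and 21246699 counts per library, so that 3 counts correspond to between 0.141 and 0.177 CPM. Where all libraries of a group had no more than 3 counts, the change is given as a lower bound against that floor. Reads without molecular identifiers are not independent molecules, and these limits cover counting error only.

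Genes with less than 0.5 CPM in more than 4 samples were left out, as in the paper, and the counts were normalized with TMM. DEGs were called with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the group as the only factor, Benjamini–Hochberg adjustment over the 14609 genes, an adjusted *p*-value under 0.05 and a |logFC| above 0.6. The paper used *limma* with *trend* on log_2_ values, which was run as an alternative with limma 3.58.1, and DESeq2 1.42.0 was run as another. Principal components were computed from log_2_ CPM (prior count 2). For values per library, such as the CPM of a gene or the share of counts on mitochondrial genes, all 70 assignments of the 8 libraries to 4 and 4 were compared in an exact two-sided permutation test, whose smallest *p*-value is 0.0286. Gene-wise permutation tests used log_2_(CPM + 0.5). Figures were drawn with matplotlib 3.10.9.

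The genes to be named were fixed by a rule before the data were examined, as were the tests, the alternatives and 16 gene lists. The rule covers every gene whose expression the paper names in its text or in Fig. 3, every transcription factor that it names for target sets or binding sites, the 5 DEGs with the largest rise and the 5 with the largest fall, the 5 upregulated and 5 downregulated DEGs with the smallest *p*-value, each with no overlap between the groups, and the 3 members with the largest change in each list that passes its test. Not every gene that the rule covers is reported here. The 16 lists were written from general knowledge. They cover target genes of AHR, NRF2, p53 and ATF4, cholesterol synthesis, interferon-stimulated, proliferation, epithelial marker, mesenchymal marker, type I alveolar (ATI) and type II alveolar (ATII) marker, metallothionein, senescence-associated secreted factor, Y chromosome, ribosomal protein and mitochondrial genome genes. The lists of immediate-early genes, of liver secretory and enterocyte genes and of NF-kB response genes were written after the log fold changes had been seen. The lists of ERK output genes, nuclear-retained RNAs and nuclear-encoded respiratory chain genes were written for tests in the closing section, before their own values were looked at. Lists were tested with camera (preset correlation 0.01) on log_2_ CPM, with Benjamini–Hochberg adjustment over the lists, beside fry and camera with an estimated correlation.

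The alternatives covered a fit without the variance trend, a robust fit, a direct test against a |logFC| of 0.6, other thresholds, DESeq2 size factors, quantile normalization, no filter, a filter that also leaves out the genes with the lowest expression, *limma* with trend, DESeq2, the replicate number as a block and leaving out each of the 8 libraries. A correction of the log fold changes for a smooth trend (loess, span 0.5) on transcript length and GC content and a camera test with a variance trend were added after the data had been seen. Alternatives with another pseudocount were not run because the table holds counts. The replicate numbers were tested for pairing between the groups and do not pair the libraries.

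The computations were tested on simulated counts with the means and library sizes of the real data. Of 198 tested genes with a planted change, edgeR called 98.5%, limma 98.5% and DESeq2 97.0%, and 1 of 14082 unchanged genes was called. With no planted change, 0 of 14461 genes were called. A planted gene list was found and 0 of 20 random lists were called. Each gene was drawn independently, so the lists do not test camera where genes are correlated. A planted chromosome shift of 0.3 was recovered as 0.295. A planted length trend with a Spearman correlation of -0.852 became -0.00573 after the correction, while the trend in the data was weaker (-0.204).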

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

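The tests of the mitochondrial share with the length and GC correction, without the ribosomal RNA genes and against the scaling factors were chosen only after the share had been seen.

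Over 101 values, each in the control and in the DEP-treated group, 1 library stood apart from the other 3 by more of the group's range than Dixon's critical value allows in 6 of the 202 groups, where chance alone gives about 10.1. In the control group, *CDH2* was at 47.0 CPM in replicate 4 and between 48.1 and 48.2 CPM in the others (a gap of 0.940 of the range), *TM4SF20* was at 966 CPM in replicate 2 and between 917 and 923 CPM in the others (0.863), and *SHISA9* had 1 count in replicate 1 and 0 counts in the others, so that the gap is the whole range (1). In the DEP-treated group, *RPL7* was at 1684 CPM in replicate 3 against 1879 to 1894 CPM (0.931), the TMM factor was 0.990 in replicate 2 against 1.01 in the others (0.847), and the median of the mesenchymal marker genes was -0.35 in replicate 4 against -0.23 to -0.20 (0.834). Without the library in question the logFC was -1.82 for *CDH2*, -3.40 for *TM4SF20* and 0.29 for *RPL7*, close to the values with all libraries. The median of the mesenchymal marker genes was -0.49 over 10 genes and -0.90 without DEP replicate 4. Leaving out DEP replicate 1, 2 or 3 (-0.98, -0.96 and -0.99) or control replicate 3 (-0.87) moved it about as much. Each of these fits filtered the genes again and kept between 14758 and 14780 genes, so the members of the list can differ. The number of such libraries is no larger than chance gives, and no biological explanation was tested for them.

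The paper's text does not report on genes of the mitochondrial genome. They took 6.65% ± 0.359 of the counts in the DEP-treated group and 4.82% ± 0.339 in the control group (SD, *n* = 4 per group), with no overlap (exact permutation test, two-sided *p* = 0.0286, the smallest possible). All 13 mitochondrial genome genes of the list were higher, with a logFC between 0.24 and 0.55 and a median of 0.45, and all 13 had an adjusted *p*-value under 0.05 from edgeR although none was a DEG. The largest changes were in *MT-ND5* (0.55), *MT-ND4L* (0.53) and *MT-ND4* (0.53). *MT-ND4L* overlaps *MT-ND4*, and became a DEG under quantile normalization (0.64) and without control replicate 4 (0.60), while *MT-ND4* fell to 0.22 under quantile normalization. The list passed camera (adjusted *p*-value 0.00031 with limma) and fry (0.0016) and did not pass camera with an estimated correlation (0.54), with 2.8e-06 as the lowest adjusted value over its settings. However, 6 of the 35 splits of the 8 libraries into 4 and 4, the real one included, gave a camera *p*-value as small, a count that alone does not decide, while the share did not overlap between the groups.

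Several technical explanations have values against them as the whole cause. With each library's trend on transcript length and GC content removed, the difference between the groups in the list's median was 0.32 and the groups still did not overlap, down from 0.46 before, so this trend may account for part of it. Without the 2 ribosomal RNA genes, the share still differed by 1.31 percentage points, at 4.86% ± 0.296 and 3.55% ± 0.262. A change in the composition of the other counts would show in the scaling factors, but their group means differed by a ratio of 1.01 while the shares differed by a ratio of 1.38. Loss of cytoplasmic RNA from damaged cells cannot be told apart from the other causes: the median logFC of 10 nuclear-retained RNAs was 0.035, with 6 higher and 4 lower, and a median over members that go both ways decides nothing. More mitochondria in the DEP-treated cells cannot be told apart either. The median logFC of 24 nuclear-encoded respiratory chain genes was 0.11 and 20 of them were higher (camera adjusted *p*-value 0.0353 with limma), and the per-library medians differed by 0.11 with no overlap (exact permutation test, two-sided *p* = 0.0286, the smallest possible). This is far less than the change of the mitochondrial genes, and 10 of the 35 splits, the real one included, gave a camera *p*-value as small, which leaves it open. Reads shared with nuclear copies of the mitochondrial genome were not tested. A response of the cells to DEP stays open as a hypothesis.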

How the results depend on the processing

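The correction for transcript length and GC content and the camera test with a variance trend were chosen only after the results had been seen.

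The number of DEGs (2437) stayed within 1.5 times under 10 of the settings: 2465 without the variance trend, 2438 with the robust fit, 2442 with DESeq2 size factors, 2372 with quantile normalization, 2990 with no filter, 2373 with *limma* and trend, 2339 with DESeq2, 2224 with an adjusted *p*-value under 0.01, 2430 with the replicate block and 2269 with the length and GC correction. Of the DEGs, 2351 were also called by *limma* with trend, 2327 by DESeq2, 2278 under quantile normalization and 2137 under the length and GC correction, and no gene was called with the opposite sign. The number changed by more under the settings that change the threshold or the genes tested. The direct test against a |logFC| of 0.6 gave 1396 DEGs (495 higher, 901 lower), a |logFC| over 1 gave 1143 (450 higher, 693 lower), no limit on the fold change gave 8394 (4194 higher, 4200 lower), and leaving out the genes with the lowest expression gave 1244 (408 higher, 836 lower) among 10956 genes tested, 1238 of them shared. Across the 8 fits that each left out one replicate, the DEGs ranged from 2408 to 2543, with 957 to 1036 higher and 1421 to 1523 lower.

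The first principal component held 77.6% of the variance. It held 94.1% with the 500 genes of largest variance, 79.9% with the 5000 genes of largest variance, 55.1% with genes scaled to unit variance and 88.9% without the genes of lowest expression, and from 76.8% to 78.2% with each library left out. Recentring (77.5%) and quantile normalization (77.4%) moved it little. The gene length trend, as the Spearman correlation of the logFC with transcript length, was -0.204, became -0.287 without the genes of lowest expression, and ranged from -0.215 to -0.179 with each library left out. The chromosome-wide shift of chromosome 19 was 0.073 and ranged from 0.069 to 0.089 with each library left out, and it was 0.067 without the genes of lowest expression and 0.056 with the length and GC correction. The cause of these differences was not tested.

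Camera passed 6 of the 15 lists tested, and the same number in each fit that left out one replicate. With fry 14 lists passed, all but the metallothionein genes, and with an estimated correlation 0 passed, where 1 list, the AHR target genes, had an unadjusted *p*-value under 0.05 (0.0234, limma). Quantile normalization gave 4 lists, without the AHR target genes (adjusted *p*-value 0.0597, with 0.351 as the highest and 1.4e-08 as the lowest over its settings, limma) and the ribosomal protein genes (0.06, with 0.664 and 0.000811), and no filter gave 7, with the epithelial marker genes added (0.0324, with 0.407 and 1.3e-06). The variance trend gave 6.

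Some small changes turned sign, and the cause was not tested. Under the length and GC correction the logFC of *DNMT3A* became 0.18, of *CEBPB* -0.034 and of *NFIC* 0.038. The median of the cholesterol synthesis genes became 0.021 under quantile normalization, of the interferon-stimulated genes -0.031 without the genes of lowest expression, of the ATII marker genes 0.37 with no filter, and of the ATI marker genes -0.011 with *limma* and trend and -0.0043 under the length and GC correction. With a replicate left out, the ATF4 target genes ranged from -0.0085 (without DEP replicate 2) to 0.070 (without DEP replicate 4), and the ATI marker genes from -0.12 (without DEP replicate 1) and -0.024 (without control replicate 2) to 0.086 (without DEP replicate 4). Among the named genes, 1358 other values kept their direction and their call as a DEG or not, 9 became weaker and 4 stronger. The weaker ones are *TET1*, *TET2*, *CXCL8* and *HNF4G* under the direct test against 0.6, *TET2*, *TET3* and *CXCL8* under the length and GC correction, *CXCL8* (0.57) without DEP replicate 4 and *HNF4G* (-0.59) without DEP replicate 1. *CDC20* (0.63) and *CCNB1* (0.60) became DEGs without DEP replicate 4, and *MT-ND4L* under quantile normalization (0.64) and without control replicate 4 (0.60). Calls at an adjusted *p*-value of 0.05 alone were less stable, as for *DNMT3B* without control replicate 2 (0.0504 from edgeR). Among the lists, 292 values kept their direction and side or, under the length and GC correction, where no list test was run, kept their direction and moved by less than the SD between libraries. Of the others that kept their direction, 10 became weaker, 9 stronger and 4 moved by more.

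The shared replicate numbers 1 to 4 do not pair the libraries. The correlation of the deviations from the group means was between -0.0255 and 0.0325 for libraries with the same number (mean 0.00728) and between -0.0288 and 0.0381 for the others. With the replicate number as a block, 2430 DEGs were called (986 higher, 1444 lower; 2406 shared) and 6 lists passed. Alternatives with another pseudocount were not run because the table holds counts. For the gene lists, the fit without variance trend and the robust fit were not run because camera has no such options beyond those used, and DESeq2 was not run because it gives no values for camera. Depth limits *CYP1A1*, *IL1A*, *SHISA9*, *C19orf69* and *ACSM2A*, whose lower group rests on at most 5 counts per library.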

Differences from the paper's values

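Of 28 values that the paper gives in its text (5) or that were read from its figures (23), none differed by the criteria used. The logFC of a gene differed if its sign turned or the gap exceeded the combined SD of the replicates. Values without a sign differed if they were more than 1.5 times apart, a wide limit that takes no error into account. The number of genes after filtering was not put to a criterion. The paper states 14604 genes after filtering, and 14609 passed here. The paper's 2411 DEGs, 1445 lower and 965 higher, stand beside 2437, 1443 and 994. The paper's numbers of lower and higher DEGs add up to 2410.

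The paper's share of variance on the first principal component is 89%, against 77.6% here. Leaving out the genes with the lowest expression, an alternative set before the data were examined, gave 88.9%. The paper's text states no such further filter, and the cause of the gap was not tested. The other alternatives gave 94.1% (500 genes of largest variance), 79.9% (5000 genes), 55.1% (scaled genes), 77.5% (recentred), 77.4% (quantile normalization) and 76.8% to 78.2% (each library left out).

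The largest gap to a value read by eye was for *CYP1A1*, with a logFC of 3.73 here and about 3.3 in Fig. 3. The other settings gave 2.98 (*limma* with trend) and 3.16 (quantile normalization) to 3.79 (DESeq2), and 3.48 to 4.20 with each library left out. Fig. 3 places the label *TET3* at 2 points, so no value was read for *TET1* and *TET3*, whose logFC here was -0.89 and -0.79. The label of *TET2* stands at about -0.76 in Fig. 3, against -0.74.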

Other observations

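The lists of immediate-early, liver secretory and enterocyte, and NF-kB response genes, and the tests of length and GC, of rapid turnover, of handling, of liver cells, of library size, of response strength, of length from replicate to replicate and of a chromosome copy gain, were chosen only after the results had been seen.

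Among the 35 ways to split the 8 libraries into 4 and 4, only the real split gave DEGs. This was 1 of 35 for all DEGs, 1 of 35 for higher and 1 of 35 for lower ones. No other split gave an adjusted *p*-value under 0.05 from edgeR, and between 53 and 1130 genes had an unadjusted *p* under 0.05 there. Every other split mixes control and DEP libraries, so the difference between them adds to the spread within each group. Their lack of DEGs therefore does not measure the rate of false calls. The real split was also the only one with as many lists past the threshold (1 of 35), where other splits reached at most 4 lists. Over the genes that the paper names and that could be tested (44), 37 had an adjusted *p*-value under 0.05 from edgeR when adjusted over the list alone and 36 when adjusted over all genes tested. The paper chose many of these genes on the same libraries, so the first count is not independent evidence.

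Of the first 16 lists, the Y chromosome genes had no tested member. The AHR target genes had a median logFC of 2.06 over 7 genes (6 higher, camera adjusted *p*-value 0.00837 with limma), and only the real split gave a *p*-value as small (1 of 35). They did not move together: *ALDH3A1*, *CYP1B1*, *CYP1A1* and *AHRR* rose, *TIPARP* (0.024) and *NQO1* (0.12) changed little and *UGT1A6* fell (-1.12), although the UGT1A genes share exons and its counts are uncertain. The latter 3 genes and the members of lists named below that the rule for named genes does not cover were chosen after their values were seen. The p53 target genes (median 0.56, 15 of 17 higher, 0.000495), led by *DDB2* (1.10), *CDKN1A* (1.03) and *GDF15* (0.93), had 3 of 35 splits with a *p*-value as small, the proliferation genes (median 0.33, 18 of 21 higher, 0.00676) had 15, the senescence-associated secreted factors (median 0.77, 13 of 16 higher, 0.00837) had 9 and the ribosomal protein genes (median 0.13, 19 of 20 higher, 0.00832) had 11. Many of the other splits keep 3 of the 4 libraries of each group together and camera ranks a list against the other genes, so these counts alone do not decide. The groups did not overlap in the per-library medians of these lists (exact permutation test, two-sided *p* = 0.0286, the smallest possible), which differed by 0.53, 0.29, 0.78 and 0.13. This does not set them apart from lists that did not pass camera, since the groups did not overlap in the NRF2 target (0.093), epithelial marker (-0.28) and mesenchymal marker genes (-0.50) either. The secreted factors contain *IGFBP3* (-1.84), *IGFBP5* (-3.45) and *IGFBP7* (-2.53), which fell while 12 other members were upregulated DEGs, among which *ICAM1*, *IL1A* and *CCL2* rose the most. The lists that did not pass camera were the target genes of NRF2 (median 0.11, adjusted *p*-value 0.299 with limma) and ATF4 (0.028, 0.951), and the cholesterol synthesis (-0.023, 0.47), interferon-stimulated (0.21, 0.321), epithelial marker (-0.21, 0.083), mesenchymal marker (-0.49, 0.3), ATII marker (-0.25, 0.588), ATI marker (0.0054, 0.588) and metallothionein genes (0.15, 0.536). Some of these medians depend on the processing. That of the NRF2 target genes was 0.0030 under quantile normalization. Without the genes of lowest expression, the metallothionein genes were at 0.00022, the ATI marker genes at 0.28 and the mesenchymal marker genes at -0.85. Some of the medians moved when 1 library was left out. The filter was then applied again and kept between 14758 and 14780 genes, so the members of a list can change too. These moves can therefore not be credited to that library alone. The median of the interferon-stimulated genes was 0.13 without control replicate 2 and 0.092 without DEP replicate 4, that of the epithelial marker genes -0.33 without DEP replicate 4, and that of the metallothionein genes 0.084 without DEP replicate 1, 0.093 without control replicate 3 and 0.23 without control replicate 2 or DEP replicate 3. The mesenchymal marker genes were at -0.87 without control replicate 3 and at -0.98, -0.96, -0.99 and -0.90 without DEP replicates 1 to 4. The medians of the cholesterol synthesis (-0.038 without DEP replicate 2, -0.0064 without control replicate 1 and -0.0059 without DEP replicate 3), ATF4 target (from -0.0085 without DEP replicate 2 to 0.070 without DEP replicate 4) and ATI marker genes (from -0.12 without DEP replicate 1 to 0.086 without DEP replicate 4) are near 0 and their sign or size is not stable. The mesenchymal marker genes went both ways, with 3 upregulated DEGs (*ACTA2*, *TWIST1* and *S100A4*, at 1.21, 1.18 and 1.02) and 5 downregulated DEGs (*FN1*, *SNAI1*, *CDH2*, *COL1A1* and *ZEB2*, from -2.79 to -0.96).

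In the proliferation genes, *BUB1*, *CDC20* and *CCNB1* had a logFC of 0.53 each, under the limit of 0.6, and the latter pair became DEGs without DEP replicate 4 (0.63 and 0.60). The length and GC trend is not the whole cause, since the difference in the list's median was 0.27 after its removal, with no overlap between the groups. However, the median fell over the DEP libraries from 0.32 in replicate 1 through 0.17 and 0.12 to -0.032 in replicate 4, against -0.063 in the highest control library. For the ribosomal protein genes, led by *RPL11* (0.31), *RPL7* (0.25) and *RPS20* (0.21), the difference was 0.033 after the removal of the trend and the groups overlapped (exact permutation test, two-sided *p* = 0.257), consistent with a length and GC trend as its source.

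Immediate-early genes, whose transcripts appear within minutes of a stimulus, were lower in the DEP-treated group. The median logFC of 24 genes was -1.34, 22 were lower and 19 were downregulated DEGs, and only *IER3* was an upregulated DEG (0.67). *NR4A1* fell from 1541 to 250 CPM (logFC -2.62), *ATF3* from 215 to 24.8 CPM (-3.12) and *EGR2* from 27.3 to 2.07 CPM (-3.72). The list passed camera (adjusted *p*-value 1.1e-10 with limma) and fry (2.0e-06) and did not pass with an estimated correlation (0.0722), with 1.4e-16 as the lowest value over its settings, and only the real split gave a *p*-value as small (1 of 35), a count that favours the real split because the list was written after the changes had been seen. Of the 24 genes, 2 are in another list and the paper names 2. After removal of the length and GC trend the difference in the list's median was -1.32, with no overlap. A general loss of short-lived transcripts would lower the NF-kB response genes too, and their median was 0.74. That list was also written after the changes had been seen, so its median does not exclude such a loss. Lower ERK signalling cannot be told apart from other causes: the ERK output genes had a median of 0.11 and went both ways, with 7 of 10 higher, *DUSP6* (0.92) and *PHLDA1* (0.68) among them, and *EPHA4* (-2.15) and *CCND1* (-0.42) lower (camera adjusted *p*-value 0.459 with limma). A difference in handling at harvest cannot be told apart from the exposure, because it would separate the groups in the same way as the exposure. The groups did not overlap in the list's per-library median (exact permutation test, two-sided *p* = 0.0286, the smallest possible). The list was written after the changes had been seen, so this lack of overlap does not test handling. The paper's text gives no order of harvest. An effect of DEP on the regulation of these genes stays open as a hypothesis.

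Genes of liver secretory cells and enterocytes, which A549 cells express, were lower in the DEP-treated group together with *HNF4A* and *HNF4G*. Of 37 such genes 29 were tested, with a median logFC of -2.42, and 27 were lower, 25 of them DEGs. None of the 29 is in another list, and the paper names 2. *FGA* fell from 539 to 85.7 CPM (-2.65), *CPS1* from 512 to 161 CPM (-1.67), *RBP4* from 80.8 to 9.25 CPM (-3.12) and *LGALS4* from 30.6 to 0.899 CPM (-5.08). The list passed camera (adjusted *p*-value 1.9e-15 with limma), fry (3.3e-08) and camera with an estimated correlation (0.0434, the highest over its settings, against 2.5e-23 as the lowest), and 1 of 35 splits, the real one, gave a *p*-value as small, again with a list written after the changes had been seen. Removal of the length and GC trend left a difference of -2.39. Liver cells in the control cultures would bring their most abundant transcripts, but *ALB* was at 2.60 CPM, *APOA1* at 0.452 and *TTR* at 1.16 CPM in the controls, far below *FGB* at 723 CPM. Loss of chromosome copies would lower neighbouring genes. The 416 other genes within 1 Mb were slightly lower, with no overlap between the groups (difference in per-library medians -0.041, exact permutation test, two-sided *p* = 0.0286, the smallest possible), 54.3% of them below 0, and 54 lower and 27 higher DEGs among them. Their median logFC of -0.032 is far from that of the list, which argues against such a loss as the whole cause, while a loss at some of the loci stays open. These values argue against the technical explanations tested as the whole cause, and a loss of an HNF4A-dependent programme under DEP may be an explanation, as a hypothesis found and tested on the same data. A change in the mixture of subclones over the 4 weeks was not tested.

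The NF-kB response genes had a median logFC of 0.74 over 16 genes, of which 15 were higher and 10 were upregulated DEGs (camera adjusted *p*-value 2.4e-07, fry 3.0e-06 and estimated correlation 0.0722 with limma, with 3.4e-10 as the lowest over its settings). Only the real split gave a *p*-value as small (1 of 35). The list shares 7 members with the secreted factors, and the paper names 4 of its members. Within the DEP-treated group the median was 0.17, 0.23, 0.57 and 0.56 in replicates 1 to 4, while the control libraries lay between -0.37 and -0.32. This parts replicates 1 and 2 from 3 and 4. It follows only in part the second principal component, which orders the DEP libraries from replicate 1 to 4. On that component the median weight of a gene was -0.0115 for this list and -0.0142 for the secreted factors, towards replicate 4. It was between -0.00454 and 0.00898 for the other lists. Library size does not account for the order on this component, as the libraries at the ends of the component (DEP replicates 1 and 4) had totals in a ratio of 1.00. A stronger response in one of these libraries cannot be told apart from other causes. It would move nearly all DEGs further from the controls there, and 59.5% of DEGs were further in replicate 1 (51.2% of the higher and 65.2% of the lower ones), which leaves a small difference in strength open. The difference between replicates 1 and 4 had a correlation of 0.137 with the effect in replicates 2 and 3 across genes, which are not independent replicates, against -0.0624 to 0.0249 for control pairs, and the scores on the first component fell in the same order, at 39.6, 38.8, 35.5 and 34.0. A difference in RNA or library quality cannot be told apart either. The Spearman correlation of the difference between replicates 4 and 1 with transcript length was 0.188, and control pairs reached at most 0.137, but from replicate to replicate the correlation was -0.0155, 0.288 and -0.0507, so that length parts replicates 1 and 2 from 3 and 4 and does not follow the second component, with scores of 18.6, 0.995, -3.33 and -17.7. The paper gives no batch for the libraries, and other differences between the cultures were not tested.

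Longer transcripts were lower in the DEP-treated group. The Spearman correlation of the logFC with transcript length was -0.204 across 14286 genes, which are not independent replicates, and with GC content it was 0.0192. All 16 pairs of a DEP and a control library had a negative correlation, from -0.251 to -0.106. Pairs of DEP libraries reached a size of 0.288, but pairs of control libraries at most 0.137. Only DEP pairs reached the size of the trend, so whether variation between libraries is its source stays open.

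Chromosome 19 had the largest shift of the nuclear chromosomes, 0.073 above the median of all genes over 1008 genes. The groups did not overlap (exact permutation test, two-sided *p* = 0.0286, the smallest possible), but over the 23 chromosomes tested the adjusted value was 0.0597, as for 10 others, the mitochondrial genome included. The shifts of chromosomes 18, 9 and 20 were -0.061, -0.045 and 0.040. With each library left out they ranged from -0.072 to -0.047, from -0.055 to -0.035 and from 0.020 to 0.040. Without the genes of lowest expression they were -0.047, -0.061 and 0.012, so the size of the chromosome 20 shift is not stable. In per-library medians the difference of chromosome 19 was 0.084. After removal of the length and GC trend it was 0.061, and without genes named ZNF it was 0.084, while 220 ZNF genes on other chromosomes were lower (-0.071), so neither accounts for it alone. When the chromosome was divided into 10 segments of 100 or 101 genes, all 10 were shifted up, by 0.028 to 0.16, but the groups overlapped in 4 of them. This is consistent with a gain of chromosome 19 in a small part of the DEP-treated cells, a hypothesis that expression data alone leave open, since its test was set after a first result on this chromosome had been seen.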
